# Transcriptome profile of goat folliculogenesis reveals the interaction of oocyte and granulosa cell in correlation with different fertility population

**DOI:** 10.1038/s41598-021-95215-z

**Published:** 2021-08-03

**Authors:** Shen Li, Junjie Wang, Hongfu Zhang, Dongxue Ma, Minghui Zhao, Na Li, Yuhao Men, Yuan Zhang, Huimin Chu, Chuzhao Lei, Wei Shen, Othman El-Mahdy Othman, Yong Zhao, Lingjiang Min

**Keywords:** Cell biology, Computational biology and bioinformatics, Genetics, Physiology

## Abstract

To understand the molecular and genetic mechanisms related to the litter size in one species of two different populations (high litter size and low litter size), we performed RNA-seq for the oocytes and granulosa cells (GCs) at different developmental stages of follicle, and identified the interaction of genes from both sides of follicle (oocyte and GCs) and the ligand-receptor pairs from these two sides. Our data were very comprehensive to uncover the difference between these two populations regarding the folliculogenesis. First, we identified a set of potential genes in oocyte and GCs as the marker genes which can be used to determine the goat fertility capability and ovarian reserve ability. The data showed that *GRHPR*, *GPR84*, *CYB5A* and *ERAL1* were highly expressed in oocyte while *JUNB*, *SCN2A*, *MEGE8*, *ZEB2*, *EGR1*and *PRRC2A* were highly expressed in GCs. We found more functional genes were expressed in oocytes and GCs in high fertility group (HL) than that in low fertility group (LL). We uncovered that ligand-receptor pairs in *Notch* signaling pathway and transforming growth factor-β (*TGF*-β) superfamily pathways played important roles in goat folliculogenesis for the different fertility population. Moreover, we discovered that the correlations of the gene expression in oocytes and GCs at different stages in the two populations HL and LL were different, too. All the data reflected the gene expression landscape in oocytes and GCs which was correlated well with the fertility capability.

## Introduction

The bidirectional interactions of oocytes and surrounding granulosa cells (GCs) play vital roles in folliculogenesis which is crucial for the oocyte to acquire the developmental competence. During folliculogenesis, the cellular communication between oocytes and GCs is intricate because both oocytes and GCs pose active regulatory functions. The surrounding GCs provide cAMP^1^, calcium^2^, some metabolites^3,4^ and many unknown signals^5^ to support the meiotic process and cytoplasmic maturation of oocytes. On the other hand, the oocyte secretes many factors such as growth factors to stimulate the differentiation and proliferation of GCs^3^. Moreover, RNAs can be transferred from one side to the other side to be involved in the folliculogenesis^6^. However, the specific mechanisms of transporting these macromolecules are unknown.

Recently, the impressive body of data suggested that the transcriptome profile of GCs^7–17^ and oocytes^18–21^ reflects the developmental potential of follicles and even the following successful fertilization and embryo formation. Furthermore, it has been reported that the dynamic transcriptional regulation in both oocyte and GCs plays very important roles in the follicle growth and oocyte maturation^22^. Late on, Zhang et al. (2018) suggested that the key event to understanding the molecular interactions that regulates oocyte maturation and follicle growth is to characterize the transcriptome of oocyte and GC at different developmental stages^23^. Moreover, Biase and Kimble found that the bidirectional communication between oocyte and GCs is very complicated in which ligand-receptor pairs in these two sides play important roles in the regulation of the expression of thousands of genes^24^. At the same time the interactions of ligand-receptors are also important for the acquisition of oocyte developmental competence.

The domestic goats (Capra hircus) are widely raised as livestock throughout the world for meat, milk, skin and fiber. Moreover, recently goats have been applied in biomedical research^25–27^. Therefore, the increase in the population of goats has been a strong enthusiasm in which the improvement of reproductive traits especially the litter size has been of expanding enthusiasm for goats^28,29^ However, a number of factors affect litter size and ovulation rate is the key one. Although a few studies have analyzed the gene expression of oocyte or GCs in goat ovaries, the data are not complete because they only determined the gene expression in one population, or at one developmental stage, or just oocyte or just GCs. To understand the molecular and genetic mechanisms related to the litter size in one species of two different populations (high litter size and low litter size), we performed RNA-seq for the oocytes and GCs at different developmental stages of follicle, and identified the interaction of genes from both sides of follicle (oocyte and GCs) and the ligand-receptor pairs from these two sides. Our data are very comprehensive to uncover the difference between these two populations regarding the folliculogenesis.

## Methods

### Study design

This study was approved by the Committee on the Ethics of Animal Experiments of Qingdao Agricultural University IACUC (Institutional Animal Care and Use Committee) in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health^30,31^*.*

Ji’Ning grey goat is one of Chinese oldest domesticated goat species with high fecundity^25^. In current study, Ji’Ning grey goats were used. 15 goats from High fertility group (≥ 3/litter; HL) and 15 goats from Low fertility group (≤ 2/litter; LL). All the ovarian follicles (small: < 3 mm; medium: 3–7 mm; large: ˃ 7 mm; small represents early stage while medium and large represent late stage as discussed in the result section) from each group were collected. Then oocytes and GCs were mechanically separated by pipet a few times. The oocytes from small, medium, and large follicles of High fertility group were labeled as HSO, HMO and HLO respectively. The oocytes from small, medium, and large follicles of Low fertility group were labeled as LSO, LMO and LLO respectively. The GCs from small, medium, and large follicles of High fertility group were labeled as HSG, HMG and HLG respectively. The GCs from small, medium, and large follicles of Low fertility group were labeled as LSG, LMG and LLG respectively. All the oocytes from small, medium, and large follicles of High fertility group were pulled together respectively. Then the oocytes from each stage was separated into different samples (five samples for each stage, LSO1, LSO2, LSO3, LSO4, LSO5; LMO1, LMO2, LMO3, LMO4, LMO5; LLO1, LLO2, LLO3, LLO4, LLO5; HSO1, HSO2, HSO3, HSO4, HSO5; HMO1, HMO2, HMO3, HMO4, HMO5; HLO1, HLO2, HLO3, HLO4, HLO5; 2–3 oocytes/each sample). And the GCs from each stage was separated into different samples (five samples for each stage, LSG1, LSG2, LSG3, LSG4, LSG5; LMG1, LMG2, LMG3, LMG4, LMG5; LLG1, LLG2, LLG3, LLG4, LLG5; HSG1, HSG2, HSG3, HSG4, HSG5; HMG1, HMG2, HMG3, HMG4, HMG5; HLG1, HLG2, HLG3, HLG4, HLG5; 10–20 GCs/each sample). Then the samples were subjected to next steps. The goat ovaries were purchased from the Jining Castle Peak Sheep Farm Co., Shandong, P.R. China. This study is reported in accordance with ARRIVE guidelines.

### Library preparation, sequencing and data analysis

#### Library preparation and sequencing

We prepared libraries for the oocytes and GCs separately. For GCs, total RNA was extracted as described in our early articles^30^. Then Ribo-Zero rRNA Removal Kit was used to remove rRNA to purify the RNA samples. Then Ribo-Zero rRNA Removal Kit and DNA polymerase I and RNaseH were used to make the double strands cDNA followed by the sequencing by Illumina HiSeq X Ten equipment following the manufacturer’s instruction. For the oocytes, total RNA was isolated as described in our early article^30^. Then the mRNA was enriched by the Oligo (dT) beads. Then the mRNA samples were used to make the double strand cDNA templates for the sequencing by Illumina HiSeq X Ten equipment following the manufacturer’s instruction.

#### Gene expression levels and principal component analysis

The libraries were aligned against the Capra_hircus genome^31^. Only reads showing a unique match to the genome and less than five mismatches were further filtered to eliminate duplicates with picard. The bam files containing non-duplicated reads were employed as input for Cufflinks (v.2.2.1), together with Ensembl gene annotation, to obtain FPKM (Fragments Per Kilobase of exon model per Million mapped fragments) data. Genes were subjected to analytical procedures if FPKM > 0.5. All statistical analyses were conducted in R software (Biase FH, Kimble 2018). To identify the main sources of variation in the dataset, we employed the FPKM values as the input for principal component analysis using the FactorMiner R package. The significance of the principal components was obtained with the Seurat package via a permutation test, after 1000 randomized samplings^24^.

#### Identification of putative ligands and receptors in cumulus-oocyte complexes

First, we produced a comprehensive protein–protein interaction (PPI) database as described in the articles^24,32–34^. Briefly, the gene from our data were used to search the ligand-receptor pairs as reported in these articles. Then the ligand-receptor pairs from GCs or oocytes were mapped the gene identifier^24^.

#### Calculation of the pairwise correlation of transcript levels between genes expressed in oocytes and surrounding GCs

We calculated the Spearman’s correlation coefficient^30^ between the expression levels of genes expressed in oocytes and the surrounding GCs. Then the data were expressed by heatmap package in R stadio.

#### Functional annotation

The function of the different expressed genes was enriched by Metascape online.

### q-RT-PCR

The procedure for mRNA q-RT-PCR was reported in our early publications using qPCR Master Mix (Roche, German) by the Roche LightCycler1 480 (Roche, German)^31^. The primers for qPCR analysis were synthesized by Invitrogen and present in Table S1. Briefly, total RNA was extracted using TRIzol Reagent (Invitrogen Corp., Carlsbad, CA, USA) and purified using an RT2 qPCR-Grade RNA Isolation Kit from SABiosciences Co., Ltd (MD, USA). Total RNA was quantified using a Nanodrop 3300 (ThermoScientific, DE, USA). The quality of RNA was controlled by the A260:A280 ratio being greater than 2.0 and confirmed by electrophoreses, with a fraction of each total RNA sample with sharp 18S and 28S ribosomal RNA (rRNA) bands as reported in our recent publication. One microgram of total RNA was used to make the first strand cDNA in 20 μl. The program for the reaction of miRNA and lncRNA was 25 °C for 30 min, 42 °C for 30 min, 85 °C for 5 min, then 4 °C or on ice. The qPCR was performed with the Roche LightCycler 480 (Roche, Germany) and the reaction was as follows: Step 1, 95 °C for 3 min; Step 2, 40 cycles of 95 °C for 12 s; 62 °C for 40 s. Three independent experimental samples were analyzed.

### Immunohistofluorescence staining (IHF)

The procedure for immunofluorescence staining is reported in our recent publication^30,31^. Briefly, goat ovarian Sects. (5 μm; paraffin embedded) were prepared and subjected to antigen retrieval. Sections were then blocked with normal goat serum in phosphate buffer saline (PBS), followed by incubation (1:150 in PBS-1% BSA) with primary antibodies (GPD1, Cat. #: bs-2388R; TST, Cat. #: bs-19187R; both from Beijing Biosynthesis Biotechnology CO.) at 4 °C overnight. After a brief wash, sections were incubated with goat anti-rabbit or donkey anti-goat secondary Abs (1:100 in PBS; Beyotime Institute of Biotechnology, Shanghai, P.R. China) at RT for 30 min and then counterstained with 4′,6-diamidino-2-phenylindole (DAPI). The stained sections were visualized using a Nikon Eclipse TE2000-U fluorescence microscope (Nikon, Inc., Melville, NY), and the captured fluorescence images were analyzed using MetaMorph software.

### Ethics approval and consent to participate

This study was approved by the Committee on the Ethics of Animal Experiments of Qingdao Agricultural University IACUC (Institutional Animal Care and Use Committee) in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health.

## Results

### The transcript profiles of oocytes and granulosa cells during folliculogenesis

In order to discover the interactions of GCs and oocytes in the folliculogenesis, we analyzed the gene expression in different stages of oocytes and GCs of different fertility populations (HL, LL). 

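RNA of 29 oocyte samples was analysed here, 5 each of HLO, LLO, HMO, LMO and LSO and 4 of HSO; the GC samples were not analysed here. H and L stand for the high and low fertility groups, and the middle letter for large, medium or small follicles. The paper lists a replicate 2 of HSO and Fig. 3c draws 5 HSO points, whereas the samples analysed here hold replicates 1, 3, 4 and 5. The sample labels give litters of more than 3 and fewer than 2 kids, and the paper gives limits of 3 and 2 kids. Each population had 15 goats. The paper states for the high fertility group that oocytes were pooled by stage, and each sample held 2 to 3 oocytes. Which goats a sample's oocytes came from is not recorded, so differences between goats enter the spread between samples to an unknown extent and cannot be separated. Polyadenylated RNA was sequenced; the Data Availability statement speaks of 10 × sequencing, whereas the methods describe pooled oocytes on an Illumina HiSeq instrument. The authors kept reads with a unique match and less than 5 mismatches, removed duplicates with picard and obtained FPKM from Cufflinks 2.2.1 with the Ensembl annotation; the paper's text does not name the aligner.
Per Table S3, the uniquely mapped reads ranged from 20059415 to 29964799 (median 25146261) in HLO and from 25197264 to 28994445 (median 26023908) in LLO. They ranged from 24128397 to 29094859 (median 27030408) in HMO and from 18273920 to 30032913 (median 27050373) in LMO. In HSO they ranged from 25951411 to 29132120 (median 26889767), and in LSO from 23665659 to 28056079 (median 25573482). Of the 21343 genes in the table, 4171 were listed at 0 in all samples and 9692 exceeded 0.5 FPKM in at least 4 of the 29. Fold changes are on the scale log2(FPKM + 1), which understates the change of genes with low FPKM, and tests are limma's moderated tests on that scale.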

We found that during the development, the gene expression profiles changed dramatically in the different stages of oocytes (Fig. 1a, Tables S2, S3). 

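In the 29 oocyte samples, a moderated F-test of limma over the 3 stages, with the fertility group as a covariate, covered 9692 genes. After Benjamini-Hochberg adjustment 0 genes had a p under 0.05, and 161 had an unadjusted p under 0.05. None of the 3 pairwise contrasts between stages gave a gene past the adjusted threshold either. The alternative that moved the unadjusted count most was limma's array weights, with 817 genes, again with 0 after adjustment. With a sample left out, the unadjusted count was 494 without LLO replicate 4, 85 without LLO replicate 2 and 93 without LLO replicate 5.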

The gene expression profiles for different stages of GCs did not change much (Fig. 1a). 

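In the oocyte samples, HSD17B2 (ENSCHIG00000002159) was above 5 FPKM in 8 of 29 samples and at most 0.143 FPKM in the others. The 8 were HMO replicates 1, 3, 4 and 5, LLO replicate 4, and LSO replicates 1, 3 and 4, with values from 7.44 to 41.7 FPKM. HMO had 16.6 ± 11.0 FPKM (SD, n = 5) and LMO 0.0659 ± 0.0358 FPKM (SD, n = 5), a log2 fold change of 3.43 (standard error 0.731; limma's adjusted p 0.140 over all genes tested). Adjusted over the list alone, that is the 21 genes named by the paper and tested in this comparison, p was 0.00948 from the same test; the study chose this gene on these samples, so that value is not independent evidence. INHA (ENSCHIG00000011796) was listed at 0 in 20 of 29 oocyte samples and reached 0.782 FPKM at most.

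**Figure D1:**
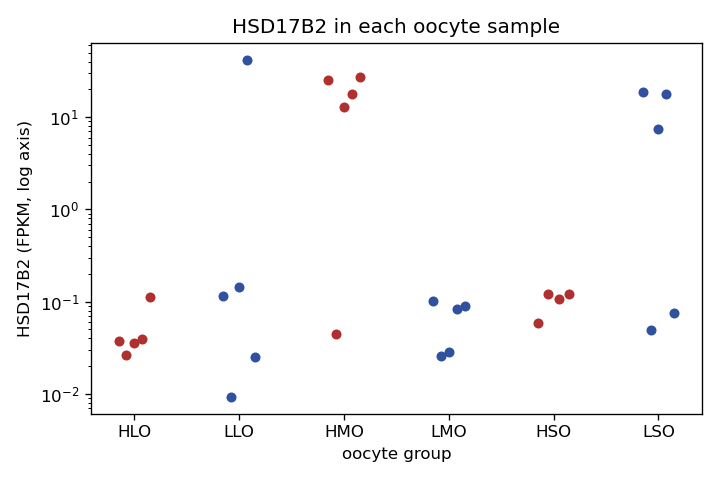
HSD17B2 in each oocyte sample, in FPKM on a log axis, by group; each point is a sample, red for the high and blue for the low fertility group. HMO has 4 points above 5 FPKM, LSO 3 and LLO 1.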

In order to discover the molecular difference in oocytes and GCs, we used Seurat program to detect the marker genes and found the highly changed genes in oocytes and GCs, such as *HSD17B2* and *INHA* (Fig. 1b). Moreover, the PCA analysis discovered that important marker genes in oocytes and GCs in PC1 component (Fig. 1c). The cluster analysis by UMAP program found that GCs and oocytes can be separated very well (Fig. 1d). However, there were two subclusters of oocytes (Fig. 1d) which indicated that there was some difference for gene expression in different stages of oocytes.

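The first principal component of log2(FPKM + 1) over 9692 genes held 39.0% of the variance of the oocyte samples and the second 17.0%. Stage accounted for 0.494% of the first component's sum of squares (permutation test with 100000 resamples, p = 0.936). Its mean score was 2.48 ± 49.4 (SD, n = 10) in large, 1.67 ± 43.8 (SD, n = 10) in medium and -4.61 ± 46.5 (SD, n = 9) in small follicles. The mean of the high minus that of the low fertility group was -3.39, with p = 0.842 in a permutation test. K-means with 2 centres on the first 5 components gave clusters of 15 and 14 samples. The larger one held 5 of 10 samples from large, 5 of 10 from medium and 5 of 9 from small follicles (permutation test of the chi-square statistic, p = 1). It held 8 of 14 samples of the high and 7 of 15 of the low fertility group, p = 0.714 in the same permutation test. The paper takes the 2 subclusters of oocytes in its UMAP plot as a sign of some difference in expression between stages.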

**Figure 1:**
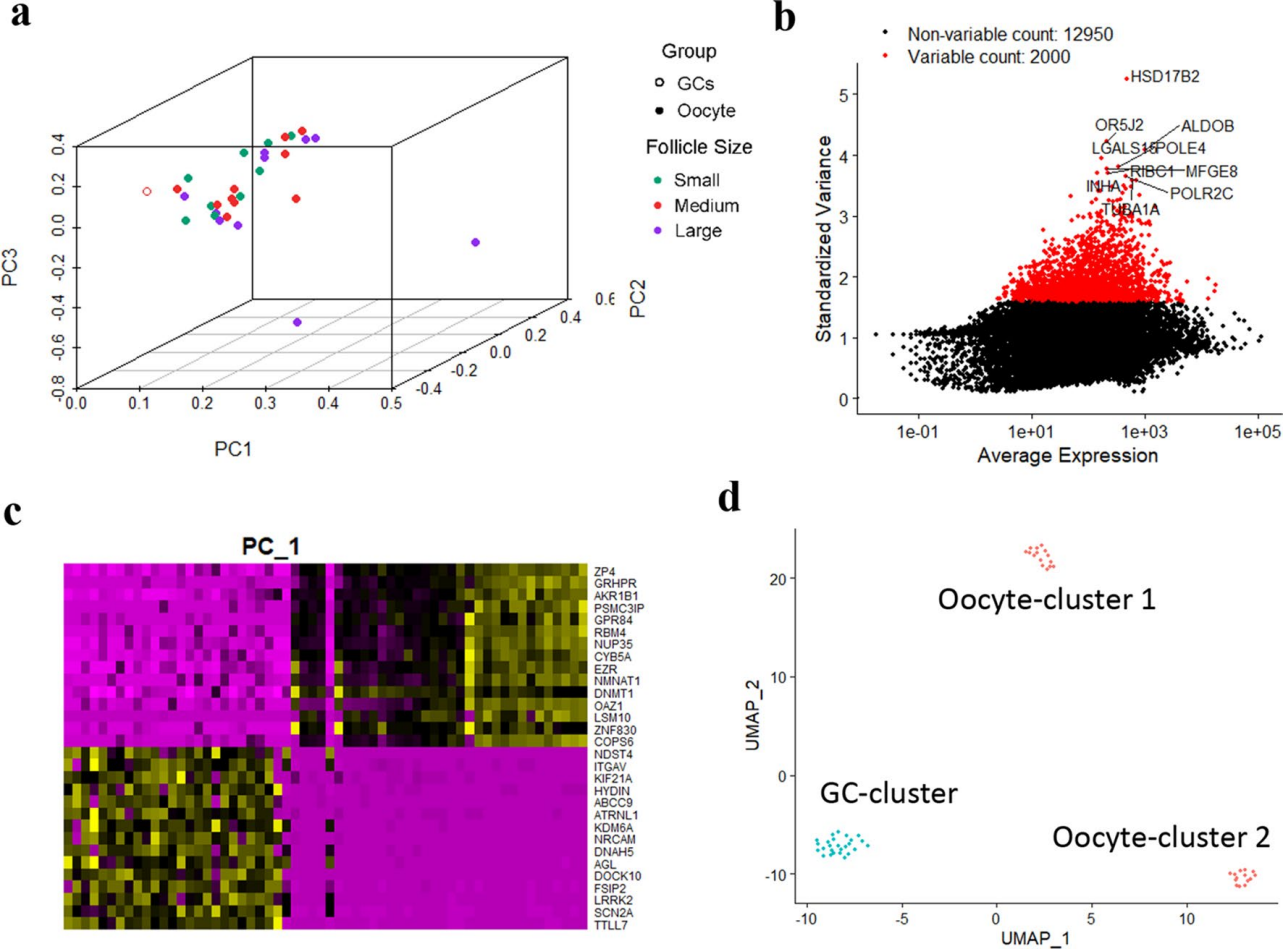
The global transcriptomic character of oocytes and granulosa cells in Jining grey goat. (**a**) 3D PCA plot of oocyte and granulosa cell (GCs) samples. (**b**) Highly variable genes of samples identified by Seurat (top 10 with label). (**c**) Genes in PC1 identified by Seurat. (**d**) UMAP cluster of oocyte and granulosa cells.

Based on the significant expressed marker genes, we found lots of dramatically different expressed genes in oocytes or GCs (Fig. 2), such as *GDF9* and *BMP15* which were highly expressed in oocytes while *FST*, *FSHR*, and *LHCGR* which were highly expressed in GCs (Fig. 2a,b). 

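On the oocyte side, GDF9 had 312 ± 227 FPKM (SD, n = 29) and was above 0.5 FPKM in all 29 samples. BMP15 had 152 ± 56.4 FPKM (SD, n = 29), and ZP4, a further gene of Fig. 2a, 424 ± 349 FPKM. FST had a mean of 0.287 FPKM and exceeded 0.5 FPKM in 5 of 29 samples. FSHR was listed at 0 in 17 samples and reached 0.283 FPKM at most. LHCGR was listed at 0 in 27 samples, with a maximum of 0.0460 FPKM. INHBA, a GC marker of Fig. 2b, had 0.677 ± 1.28 FPKM in the oocyte samples. The GC side of the comparison was not analysed here. The paper states from the comparison of both cell types that the first pair marks oocytes and the others GCs.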

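In the 29 oocyte samples, the mean of GRHPR was 293 ± 264 FPKM (SD, n = 29), ahead of 98.8% of the genes in the table. For GPR84 it was 86.4 ± 88.0 FPKM, for CYB5A 59.6 ± 42.4 FPKM and for ERAL1 36.9 ± 21.3 FPKM. Each of these 4 genes exceeded 0.5 FPKM in all 29 samples. JUNB was listed at 0 in every oocyte sample. SCN2A, MFGE8 (which the paper prints as MEGE8), ZEB2 and PRRC2A stayed under 0.5 FPKM in every sample, with means of 0.0559, 0.0876, 0.00753 and 0.0675 FPKM. EGR1 had 1.06 ± 0.837 FPKM and exceeded 0.5 FPKM in 23 of the 29 samples.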

At the same time, we discovered new marker genes which can be used to separate the different cell types, such as *GRHPR*, *GPR84*, *CYB5A*, *ERAL1* for oocytes (Fig. 2c), while *JUNB*, *SCN2A*, *MEGE8*, *ZEB2*, *EGR1*, and *PRRC2A* for GCs (Fig. 2d). These genes can be potential marker genes of goat follicular cells. At the same time, the protein of the different genes for oocytes (*GPD1*) and GCs (*TST*) were analyzed by IHF staining (Fig. 2e,f).

**Figure 2:**
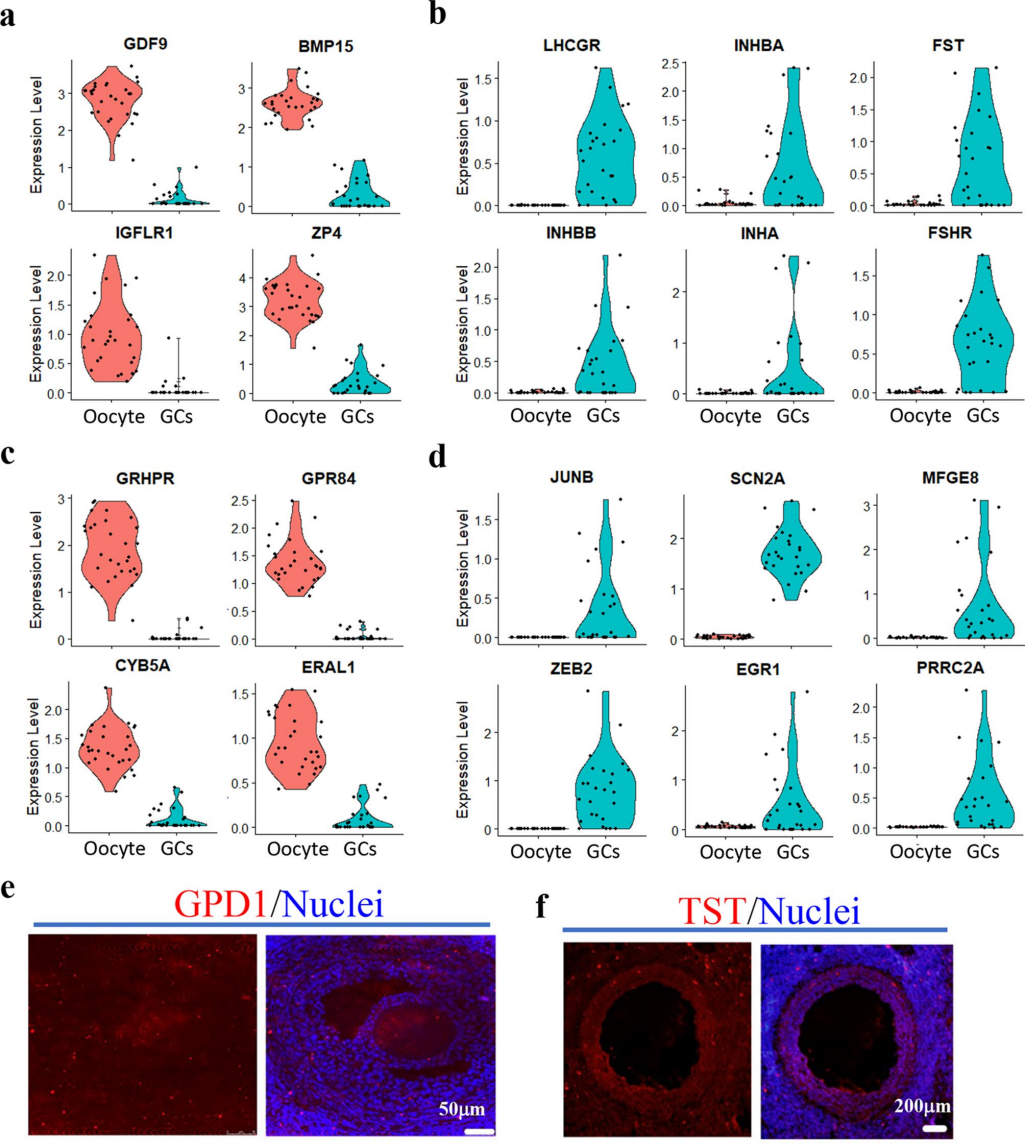
The molecular marker genes of oocytes and granulosa cells in Jining grey goat. (**a**) Typical marker genes in oocyte. (**b**) Typical marker genes in GCs. (**c**) Novel identified marker genes in oocytes. (**d**) Novel identified marker genes in GCs. (**e**) IHF for GPD1. (**f**) IHF for TST.

### Dynamic gene expression profiles in different stages of oocytes of the two fertility populations

There were two population of goats used in this investigation: high fertility group (> 3/litter; HL) and low fertility group (≤ 2/litter; LL). The main purpose of this investigation was to explore the difference in the gene expression in different stages (large follicle > 7 mm in size; medium follicle 3–7 mm in size; small follicle < 3 mm in size) of oocytes and GCs in the two fertility population goats.

PCA analysis found that the gene expression pattern was closer for the oocytes in large follicles in high fertility group (HLO) than that in low fertility group (LLO) (Fig. 3a). Similarly, the gene expression pattern was closer for the oocytes in medium follicles in high fertility group (HMO) than that in low fertility group (LMO) (Fig. 3b). Moreover, the gene expression pattern was closer for the oocytes in small follicles in high fertility group (HSO) than that in low fertility group (LSO) (Fig. 3c). 

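In a principal component analysis of FPKM over 8328 genes, each scaled to unit variance, PC1 and PC2 held 34.4% and 24.6% of the variance of the HLO and LLO samples. The mean distance of a sample to the centroid of its group in the plane of PC1 and PC2 was 47.8 ± 13.1 (SD, n = 5) in HLO and 77.6 ± 12.6 (SD, n = 5) in LLO. The difference of 29.8 had p = 0.0952 in an exact two-sided permutation test of the group labels, and 0.286 after Benjamini-Hochberg adjustment over the 3 stages. With the mean of 1 minus the Spearman correlation to the other samples of the group, p was 0.0159 in the same exact test. With the distance to the centroid taken over all dimensions the exact p was 0.0397. Neither was adjusted over the stages. In the plane of PC1 and PC2 of log2(FPKM + 1), the exact p was 0.127 with scaled genes and 0.103 without scaling. With a limit of 1 FPKM it was 0.0952. With a sample left out, the exact p ranged from 0.0556 without HLO replicate 1 to 0.317 without LLO replicate 2.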

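The corresponding mean distance was 56.1 ± 8.47 (SD, n = 5) in HMO and 73.3 ± 25.0 (SD, n = 5) in LMO, over 8390 genes. The difference of 17.3 was within the spread between samples (exact two-sided permutation test, p = 0.508). It rested on 1 sample: without LMO replicate 2 the difference, low minus high, was -6.45.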

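For small follicles, the mean distance was 54.1 ± 34.3 (SD, n = 4) in HSO and 72.9 ± 18.4 (SD, n = 5) in LSO, over 8376 genes. The difference of 18.8 did not exceed the spread between samples, with p = 0.5 in the exact two-sided permutation test. With each sample left out in turn it stayed between 8.12 and 43.4.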

The data suggested that the oocytes in high fertility group were more homogeneous than that in low fertility group.

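In each of the 3 stages the mean distance to the group centroid was higher in the low fertility group. In none did the difference in the plane of PC1 and PC2 pass p = 0.05 in the exact permutation test. In large follicles it did so, unadjusted, over all dimensions and with the Spearman correlation. It did not with log2 values or with the limit of 1 FPKM. From the wider scatter of the low fertility samples in Fig. 3a–c, the paper proposes that oocytes of the high fertility group were more homogeneous.

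**Figure D2:**
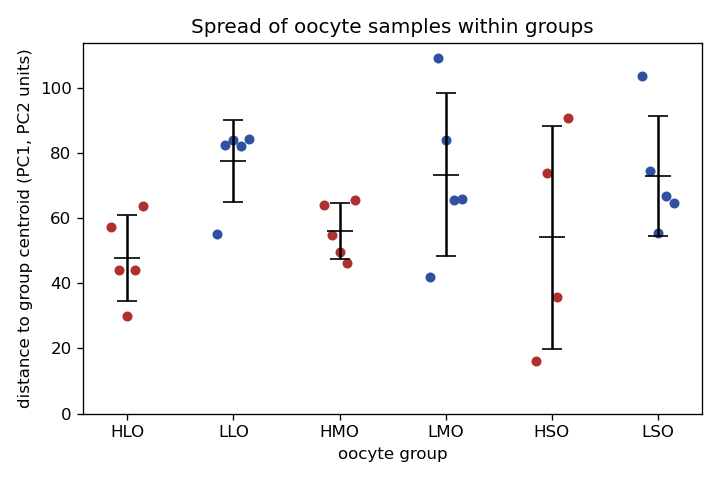
Distance of each oocyte sample to the centroid of its group in the plane of PC1 and PC2, by group; each point is a sample, red for the high and blue for the low fertility group, and bars give the mean and SD. The means are 47.8 in HLO and 77.6 in LLO, 56.1 in HMO and 73.3 in LMO, and 54.1 in HSO and 72.9 in LSO.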

**Figure 3:**
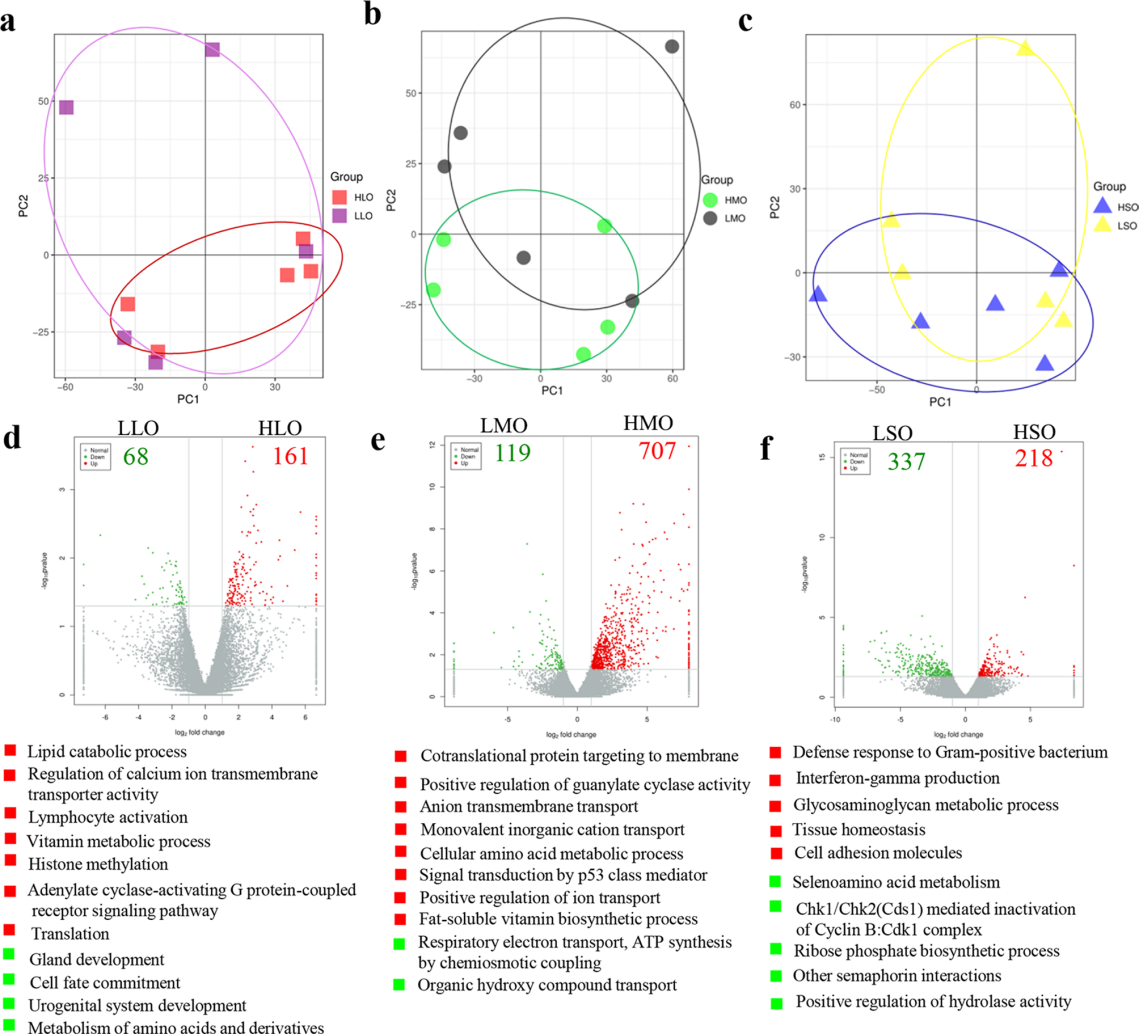
Dynamic gene expression in oocytes of different fertility groups throughout folliculogenesis. (**a**) PCA of oocytes in large follicles of high fertility and low fertility samples (HLO vs. LLO). (**b**) PCA of oocytes in medium follicles of high fertility and low fertility (HMO vs. LMO). (**c**) PCA of oocytes in small follicles of high fertility and low fertility (HSO vs. LSO). (**d**) Differentially expressed genes (DEGs) in oocytes of large follicles from high fertility group and low fertility group, and the top enriched function pathways. Red indicates the gene expressed higher in HLO; green indicate the gene expressed higher in LLO. (**e**) Differentially expressed genes (DEGs) in oocytes of medium follicles from high fertility group and low fertility group, and the top enriched function pathways. Red indicates the gene expressed higher in HMO; green indicate the gene expressed higher in LMO. (**f**) Differentially expressed genes (DEGs) in oocytes of small follicles from high fertility group and low fertility group, and the top enriched function pathways. Red indicates the gene expressed higher in HSO; green indicate the gene expressed higher in LSO.

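Between the oocytes of large follicles, 345 of 8328 genes had an unadjusted p under 0.05 in limma's moderated test, and 0 had an adjusted p under 0.05. The exact Wilcoxon test gave 206 genes at an unadjusted p under 0.05 and 0 after adjustment. Its smallest p with 5 against 5 samples is 0.00794, too large for a few genes to pass adjustment. With an unadjusted p under 0.05 and a log2 fold change beyond 1, the limits drawn in Fig. 3d, 148 genes were higher in HLO and 43 in LLO. With limma's array weights the counts were 307 and 565, so the larger one changed sides, in 1 fit over all samples 343 and 82, and by the exact Wilcoxon test 50 and 21. With a sample left out in turn, the first count ranged from 73 without LLO replicate 5 to 355 without LLO replicate 1, and the second from 11 without HLO replicate 4 to 256 without LLO replicate 3. In 36 genes all samples of one group lay above all of the other, 23 higher in HLO and 13 in LLO. This is 0.432% of the genes, against 0.794% by chance. LOC102189516 (ENSCHIG00000015892) had 8.73 ± 2.88 FPKM (SD, n = 5) in HLO and 0.962 ± 0.910 in LLO, a log2 fold change of 2.37 (standard error 0.386, limma's adjusted p 0.0851). MRPS25, a protein of the mitochondrial ribosome, and LOC106503495 had log2 fold changes of 1.41 and 1.39. CIB2 had 5.08 ± 1.28 FPKM in HLO and 14.1 ± 5.13 in LLO, a log2 fold change of -1.27 (limma's adjusted p 0.828). PLEKHA3 fell by 1.07 on the log2 scale, and the change was -0.95 without HLO replicate 4 and -0.97 without LLO replicate 3. The 5 genes were those of largest change with complete separation of the samples.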

There were 161 genes highly expressed in HLO while 68 genes were highly expressed in LLO (Fig. 3d). The functions of the changed genes were enriched by Metascape online. Most of the enriched functional pathways were related to metabolism which was related to the growth of large follicle to prepare for ovulation (Fig. 3d).

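In limma's camera test with a preset correlation of 0.01, the 76 tested genes of the respiratory chain and ATP synthase were higher in HLO than in LLO, with a median log2 fold change of 0.67 and an adjusted p of 1.86e-10 over 15 tests of 5 gene sets in 3 stages. The 135 genes of cytosolic ribosomal proteins had a median of 0.48 and the 70 of mitochondrial ribosomal proteins 0.60, each with a camera adjusted p under 0.05. Over all genes the median was -0.09. None of these calls held under fry or with the correlation estimated from the data, where the p of the respiratory set from limma was 0.157 and 0.103. Solute carriers and proteasome subunits did not differ, with camera p of 0.342 and 0.309. Among terms named in Fig. 3d, which like Fisher's test were taken up after the data were seen, translation had a camera adjusted p of 3.14e-07 over 4 tests and lipid catabolic process 0.0570. The latter set of 19 genes was higher by the test while its median was -0.00312. Of the genes higher in HLO, 8 were among the 76 of the respiratory set (Fisher's exact test, adjusted p 0.00106 over 38 tests).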

There were 707 genes highly expressed in HMO while 119 genes were highly expressed in LMO (Fig. 3e). 

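In medium follicles, 727 of 8390 genes had an unadjusted p under 0.05 in limma's moderated test. Past a log2 fold change of 1 as well, 239 genes were higher in HMO and 46 in LMO. With limma's array weights the counts were 251 and 685, so the larger one changed sides, with 1011 genes past 0.05 after adjustment. The exact Wilcoxon test gave 503 genes at an unadjusted p under 0.05 and 0 after adjustment. Its smallest p of 0.00794 is too large for a few genes to pass adjustment. In limma's test without weights, with Benjamini-Hochberg adjustment 6 genes passed 0.05, 4 higher in HMO and 2 in LMO. The adjusted count was 161 without HMO replicate 2, 1 without HMO replicate 1 or LMO replicate 2, 2 without LMO replicate 3, and 0 without HMO replicate 4, HMO replicate 5, LMO replicate 4 or LMO replicate 5. The count higher in LMO was 115 without HMO replicate 2, 107 without LMO replicate 3 and 88 without LMO replicate 1. In 143 genes the samples of both groups separated completely, 1.70% of the genes against 0.794% by chance. Of these, 71 were higher in HMO and 72 in LMO, an even balance unlike that of the counts above.
TCEB2 (ENSCHIG00000024274, a symbol carried by 2 genes in the table) had 24.0 ± 13.9 FPKM (SD, n = 5) in HMO and 0.235 ± 0.239 in LMO, a log2 fold change of 3.80 (standard error 0.716, limma's adjusted p 0.101). RPS23 rose by 3.59; its symbol is shared by 9 genes in the table, so its reads are uncertain. LOC102182207 (ENSCHIG00000009925, 1 of 8 genes with that symbol, and uncertain for the same reason) had 21.0 ± 18.6 FPKM in HMO and 0.533 ± 0.356 in LMO, a log2 fold change of 3.42 and an adjusted p of 0.0483 in limma. PLEKHA3 (ENSCHIG00000019515) had 1.63 ± 0.798 FPKM in HMO and 10.6 ± 4.03 in LMO, a log2 fold change of -2.12 (limma's adjusted p 0.0411). The mitochondrially encoded ND4 had 23.5 ± 12.2 FPKM in HMO and 93.8 ± 55.1 in LMO. LOC102187932 had 0.103 ± 0.158 and 2.06 ± 0.589 FPKM, a log2 fold change of -1.46 with limma's adjusted p of 0.0246. Outside the rule for naming genes, TLR3, LOC102189495 and FABP1 were the other genes past the adjusted threshold and were chosen after their values were seen; their log2 fold changes were 1.61, 2.75 and 0.95.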

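In the comparison of HMO with LMO, the 123 tested solute carriers, the transporters of metabolites and ions, had a median log2 fold change of -0.14 (limma's camera test, adjusted p 0.288), and 1 of them was among the genes higher in HMO. Cytosolic ribosomal proteins, 138 genes, were higher in HMO with a median log2 fold change of 0.25 and a camera adjusted p of 5.15e-08. Many of these genes share a symbol. With 1 gene kept per symbol, chosen later, 80 remained, with a median of 0.17 and a camera adjusted p of 0.00730. Of the 239 genes higher in HMO, 18 were cytosolic ribosomal proteins, an odds ratio of 5.45 (Fisher's exact test, chosen after the data were seen, adjusted p 2.35e-06). That test counted each copy of a symbol as a separate gene. The respiratory chain and mitochondrial ribosomal sets were also higher by camera, with medians of 0.38 and 0.31. Under fry the p of the cytosolic ribosomal set was 0.00556 and with an estimated correlation 0.0155 in limma; adjusted over the 15 tests they were 0.0834 and 0.233. Cellular amino acid metabolic process, a term named in Fig. 3e with 10 tested genes, had a camera p of 0.178. Kinds of transport other than by solute carriers were not tested.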

Most of the enriched functional pathways were related to transport which was related to the interaction of oocytes and GCs for the exchange of materials (Fig. 3e).

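Between HSO and LSO, 77 genes were higher in HSO and 65 in LSO by the same limits, an unadjusted p under 0.05 in limma's moderated test and a log2 fold change beyond 1; 369 of 8376 genes passed the p alone and 1 passed 0.05 after Benjamini-Hochberg adjustment. With median-of-ratios factors the counts were 110 and 54, and with the fold change taken from mean FPKM 137 and 159, so the direction of the majority depended on the setting. Without HSO replicate 3 they were 208 and 67, without HSO replicate 1 39 and 30, without LSO replicate 1 31 and 20, without LSO replicate 2 83 and 151, without LSO replicate 3 57 and 43, and without LSO replicate 5 194 and 153. Complete separation of samples was seen in 172 genes, 2.05% against 1.59% by chance, with 63 higher in HSO and 109 in LSO. LOC102170446 (ENSCHIG00000020830) had 4.02 ± 1.31 FPKM (SD, n = 4) in HSO and 0.0244 ± 0.0250 (SD, n = 5) in LSO, a log2 fold change of 2.26 (standard error 0.204) and an adjusted p of 0.00233 in limma. MGP had 32.8 ± 13.0 FPKM in HSO and 6.86 ± 1.83 in LSO, and DUSP21 7.82 ± 2.95 and 1.28 ± 0.972. SPTSSA was listed at 0 in all HSO samples and had 1.77 ± 0.913 FPKM in LSO. USP28 and MPP5 had log2 fold changes of -1.30 and -1.20, and of -0.92 and -0.96 without LSO replicate 1.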

There were 218 genes highly expressed in HSO while 337 genes were highly expressed in LSO (Fig. 3f). The enriched functional pathways were in wide range of molecular functions. There were some pathways related to cell defense in the increased genes (Fig. 3f).

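The term defense response to Gram-positive bacterium, drawn in Fig. 3f and tested after the data were seen, had 13 tested genes with a median log2 fold change of 0.11 between HSO and LSO (limma's camera test, adjusted p 0.550 over 4 tests), and without HSO replicate 3 or LSO replicate 1 the test's direction reversed. Of the 13, 0 was among the 77 genes higher in HSO. The cytosolic ribosomal proteins were lower in HSO, with a median of -0.17 and a camera adjusted p of 0.00339. This call did not hold under fry, with estimated correlation, without HSO replicate 5 (camera p 0.352), or with 1 gene kept per symbol, also chosen later (camera p 0.375). By Fisher's exact test, which was chosen later too, 7 of the 65 genes higher in LSO were cytosolic ribosomal proteins, an odds ratio of 7.59 with an adjusted p of 0.00107. Copies with the same symbol were counted there as separate genes. The deposited annotation gives LOC102170446 the term defense response to virus.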

The data in this section suggested that for the gene expression, the big difference was in the oocytes of the medium follicles. 

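By an unadjusted p under 0.05 and a log2 fold change beyond 1, the genes that differed between the fertility groups numbered 191 in large, 285 in medium and 142 in small follicles. The order depended on the setting: large follicles had more than medium in 1 fit over all samples (425 and 242), with the uniquely mapped percentage as a covariate, chosen after the data were seen (544 and 294), and without HLO replicate 5 (313), LLO replicate 1 (476), LLO replicate 3 (581) or LLO replicate 4 (303), and small follicles had 347 without LSO replicate 5. With adjusted p the counts were 0, 6 and 1, and with the replicate number as a block 1, 127 and 0. A moderated F-test of limma for an interaction of stage and fertility over all 29 samples gave 0 of 9692 genes with an adjusted p under 0.05 and 765 with an unadjusted p under 0.05. The smallest adjusted p of this limma test was 0.0813. The count of 0 depended on the setting: it was 231 with array weights, 59 without HMO replicate 2 and 12 without LLO replicate 4. It was 70 with the replicate number as a block, so the 0 is no evidence of absence. With that block large follicles had 385 genes past the unadjusted limits and medium follicles 375. Of the pairwise differences between stages, 1 gene passed in the fit without weights or block. It was LOC102182207, whose high-low difference was larger in medium than in small follicles by 5.33 on the log2 scale (standard error 0.937, limma's adjusted p 0.0435). This contrast gave 0 genes with pseudocounts of 0.1 and 0.5, without a filter on low values and with the uniquely mapped percentage as a covariate. It gave 327 with array weights and 131 with the block. The paper proposes that the big difference in gene expression lay in the oocytes of medium follicles.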

And the HMO has the highly developmental potential to HLO.

### Dynamic gene expression profiles in different stages of GCs of the two fertility populations

PCA analysis uncovered that the gene expression pattern was similar for the GCs in large follicles of high fertility group (HLG) and low fertility group (LLG) (Fig. 4a); in medium follicles of high fertility group (HMG) and low fertility group (LMG) (Fig. 4b); in small follicles of high fertility group (HSG) and low fertility group (LSG) (Fig. 4c).

**Figure 4:**
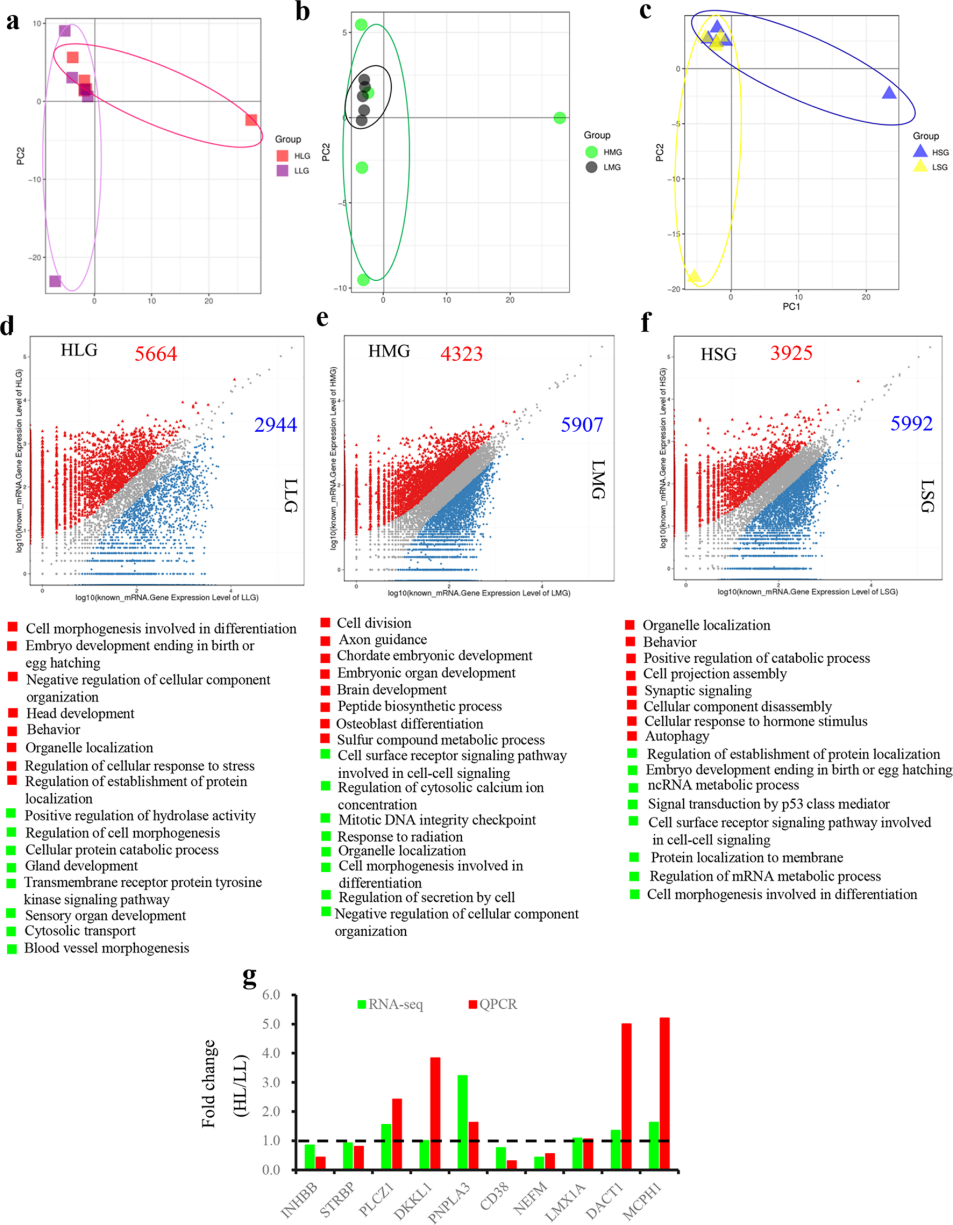
Dynamic gene expression in GCs of different fertility groups throughout folliculogenesis. (**a**) PCA of GCs in large follicles of high fertility and low fertility samples (HLG vs. LLG). (**b**) PCA of GCs in medium follicles of high fertility and low fertility (HMG vs. LMG). (**c**) PCA of GCs in small follicles of high fertility and low fertility (HSG vs. LSG). (**d**) Differentially expressed genes (DEGs) in GCs of large follicles from high fertility group and low fertility group, and the top enriched function pathways. Red indicates the gene expressed higher in HLG; green indicate the gene expressed higher in LLG. (**e**) Differentially expressed genes (DEGs) in GCs of medium follicles from high fertility group and low fertility group, and the top enriched function pathways. Red indicates the gene expressed higher in HMG; green indicate the gene expressed higher in LMG. (**f**) Differentially expressed genes (DEGs) in GCs of small follicles from high fertility group and low fertility group, and the top enriched function pathways. Red indicates the gene expressed higher in HSG; green indicate the gene expressed higher in LSG. (**g**) The comparation of RNA-seq data and PCR data for GCs. Fold change of high fertility group compared to low fertility group.

There were 5664 genes highly expressed in HLG while 2944 genes were highly expressed in LLG (Fig. 4d). There were two pathways related to differentiation and embryo development were enriched in the increased genes in HLG (Fig. 4d).

There were 4323 genes were highly expressed in HMG while 5907 genes were highly expressed in LMG (Fig. 4e). There were some pathways related to cell division, and embryonic development enriched in the increased genes in HMG (Fig. 4e) which further indicated that GCs in the large follicles of high fertility group pose more potential for the oocyte development.

There were 3925 genes were highly expressed in HSG while 5992 genes were highly expressed in LSG (Fig. 4f). The enriched functional pathways were diverse in this comparation (Fig. 4f) which suggested that at small follicle stage, the GCs in high fertility and low fertility groups are close.

Some of the gene expression levels were confirmed by q-RT-PCR (Fig. 4g).

### Road map of ligands and receptors between oocytes and GCs in the two goat populations

The ligands and receptors play vital roles in the folliculogenesis, especially the interaction between the oocyte and GCs is bidirectional which is mediated by ligands and receptors interaction^24,32–34^. We determined the expression of genes encoding ligand-receptor pairs in oocytes and GCs.

*NOTCH* signaling pathway and *TGF*-β signaling pathway are the two most important signaling pathways in the folliculogenesis, and we found that many interesting unique protein–protein interactions (PPIs) of ligands and receptors for the oocytes and GCs. 

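In oocyte samples, JAG1 had 22.3 ± 9.88 FPKM (SD, n = 29) and exceeded 0.5 FPKM in all 29. DLL3 was listed at 0 in 15 of 29 samples, exceeded 0.5 FPKM in 7 and had a mean of 0.259 FPKM with a maximum of 2.21. JAG2 had 0.380 ± 0.534 FPKM and exceeded 0.5 FPKM in 6 samples. By stage, the mean of JAG2 was 0.339 ± 0.423 FPKM in small (SD, n = 9), 0.519 ± 0.770 in medium (SD, n = 10) and 0.277 ± 0.315 in large follicles (SD, n = 10), with an unadjusted p of 0.602 in limma's F-test over stages. GC samples were not analysed here.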

In *NOTCH* signaling pathway, the ligands *DLL3* and *JAG1* were specifically highly expressed in oocytes, while the ligand *JAG2* was highly expressed in early stages of GCs and all stages of oocytes (Fig. 5a). The receptors *NOTCH1*, *NOTCH2* were highly expressed in GCs while *NOTCH3* was expressed in oocytes and GCs. 

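NOTCH1 was listed at 0 in 28 of the 29 oocyte samples. NOTCH2 had 0.462 ± 0.269 FPKM (SD, n = 29) and exceeded 0.5 FPKM in 11 samples. NOTCH3 had a mean of 0.0289 FPKM with a maximum of 0.137, and 0 of the 29 samples exceeded 0.5 FPKM.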

Especially, *NOTCH1* and *NOTCH2* were very highly expressed in early stages of GCs (Fig. 5a), while *NOTCH3* was very highly expressed in late stages of GCs (Fig. 5a). 

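The oocyte samples had 60.7 ± 48.5 FPKM of HES1 (SD, n = 29), with all 29 above 0.5 FPKM. It was 62.4 ± 35.5 FPKM in small, 78.7 ± 68.8 in medium and 41.1 ± 25.8 in large follicles (unadjusted p 0.0844 in limma's F-test over stages). This was the smallest p among the 26 genes named by the paper that entered the stage test; adjusted over the list alone, the smallest was 0.974, and the smallest over all genes tested rounds to 1.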

And the target gene *HES1* was specifically expressed in oocytes (Fig. 5a).

**Figure 5:**
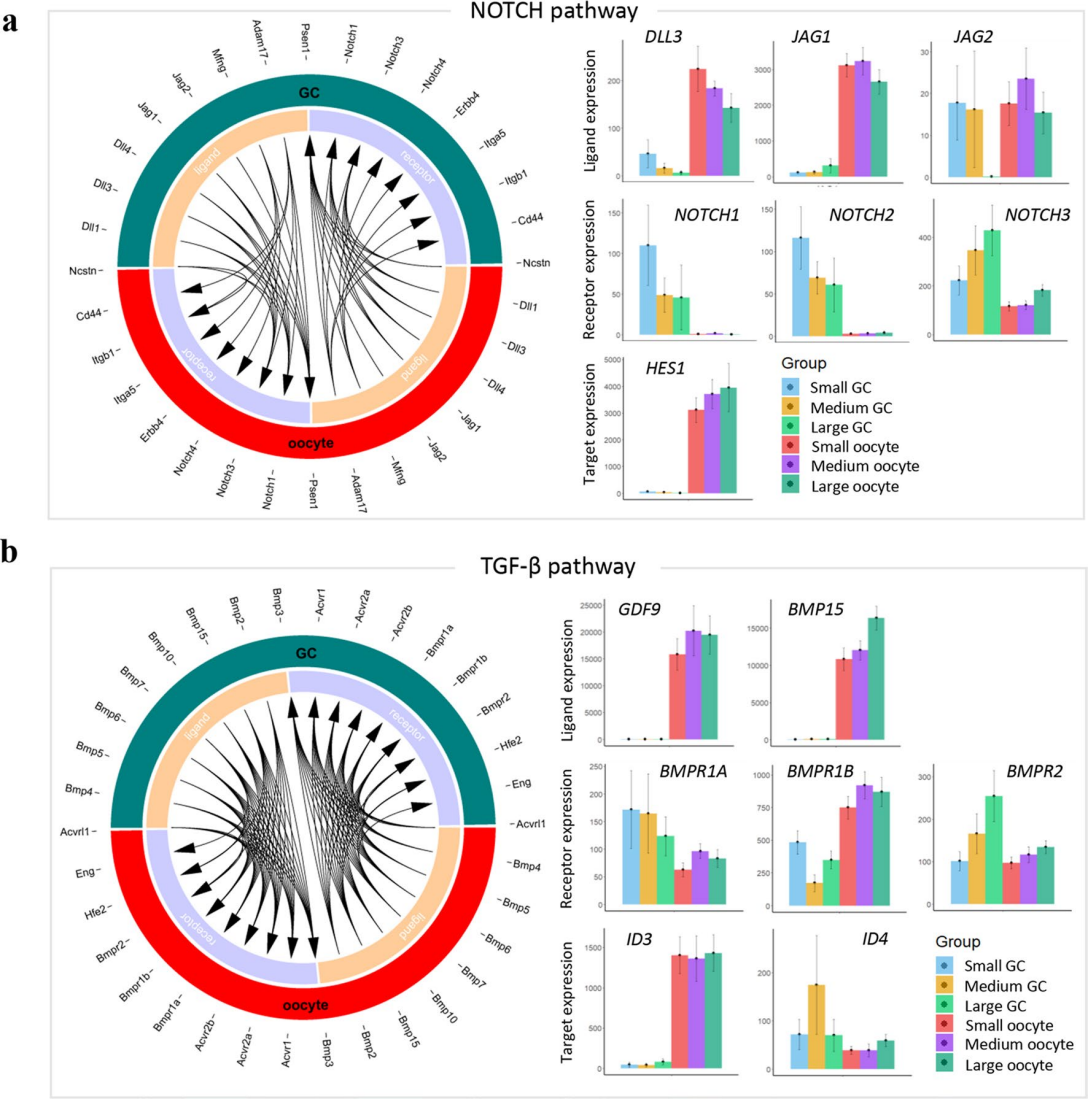
Ligand–receptor pairs in oocytes and GCs. (**a**) Ligand and receptor encoding genes in NOTCH pathway expressed in goat follicular oocyte and GCs. Left, outside circle showed in GC or oocyte; while inside circle showed ligands or receptors. Right, relative expression. (**b**) Ligand and receptor encoding genes in TGF-β pathway expressed in goat follicular oocyte and GCs. Left, outside circle showed in GC or oocyte; while inside circle showed ligands or receptors. Right, relative expression. Free R package Circlize (version0.4.11; https://cran.r-project.org/web/packages/circlize/) software was used.

In *TGF*-β signaling pathway, the ligands *GDF9* and *BMP15* were specifically expressed in oocytes, while their receptors *BMPR1A*, *BMPR1B* and *BMPR2* were expressed in oocytes and GCs while the expression was time dependent (developmental stages) (Fig. 5b). 

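Among oocytes, GDF9 was 390 ± 292 FPKM in small (SD, n = 9), 309 ± 198 in medium (SD, n = 10) and 246 ± 184 in large follicles (SD, n = 10). BMP15 was 164 ± 46.3, 160 ± 75.9 and 135 ± 41.1 FPKM in the same order. Limma's F-test over stages gave an unadjusted p of 0.389 for GDF9 and 0.596 for BMP15. Of the receptors, BMPR1A had 0.749 ± 0.452 FPKM (SD, n = 29), BMPR1B 1.10 ± 0.477 and BMPR2 0.736 ± 0.365. The stage means of these receptors differed by less than the spread between samples, with unadjusted p of 0.838, 0.752 and 0.970 in the same limma test.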

The target genes *ID3* was expressed in oocytes and *ID4* was expressed in GCs and oocytes (Fig. 5b).

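ID3 had 24.5 ± 14.0 FPKM (SD, n = 29) in oocytes and exceeded 0.5 FPKM in every sample. ID4 had 0.302 ± 0.218 FPKM and exceeded 0.5 FPKM in 3 of 29 samples.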

Cell–cell junctions also are very important for oocyte-GCs communication. The junction protein *GJC1* and *GJA4* were highly expressed in oocytes while *GJA1* and *GJA9* were highly expressed in GCs (Fig. S1).

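In the oocyte samples, GJC1 had 6.28 ± 2.44 FPKM (SD, n = 29), all 29 of them above 0.5 FPKM. GJA4 had 1.22 ± 0.751 FPKM and exceeded 0.5 FPKM in 24. For GJA1 the mean was 0.843 ± 0.907 FPKM, and 19 samples exceeded 0.5 FPKM. GJA9 was listed at 0 in 20 samples and stayed at or under 0.142 FPKM in the others. The difference between GJA4 and GJA1 within oocytes was smaller than their spread between samples.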

Moreover, based on the gene expression the ligands and receptors pairs have been identified in different stages of oocytes and GCs of the two population goats (Figs. 6, 7, 8). 44 ligand-receptor pairs have been identified for the ligands in GCs and receptors in oocytes, while 65 ligand-receptor pairs have been found for the ligands in oocytes and receptors in GCs in the large follicles of high fertility group (HL) (Fig. 6). 27 ligand-receptor pairs have been identified for the ligands in GCs and receptors in oocytes, while 42 ligand-receptor pairs have been found for the ligands in oocytes and receptors in GCs in the large follicles of low fertility group (LL) (Fig. 6). 47 ligand-receptor pairs have been identified for the ligands in GCs and receptors in oocytes, while 68 ligand-receptor pairs have been found for the ligands in oocytes and receptors in GCs in the medium follicles of high fertility group (HM) (Fig. 7). 50 ligand-receptor pairs have been identified for the ligands in GCs and receptors in oocytes, while 97 ligand-receptor pairs have been found for the ligands in oocytes and receptors in GCs in the medium follicles of low fertility group (LM) (Fig. 7). 50 ligand-receptor pairs have been identified for the ligands in GCs and receptors in oocytes, while 69 ligand-receptor pairs have been found for the ligands in oocytes and receptors in GCs in the small follicles of high fertility group (HS) (Fig. 8). 55 ligand-receptor pairs have been identified for the ligands in GCs and receptors in oocytes, while 82 ligand-receptor pairs have been found for the ligands in oocytes and receptors in GCs in the small follicles of low fertility group (LS) (Fig. 8).

**Figure 6:**
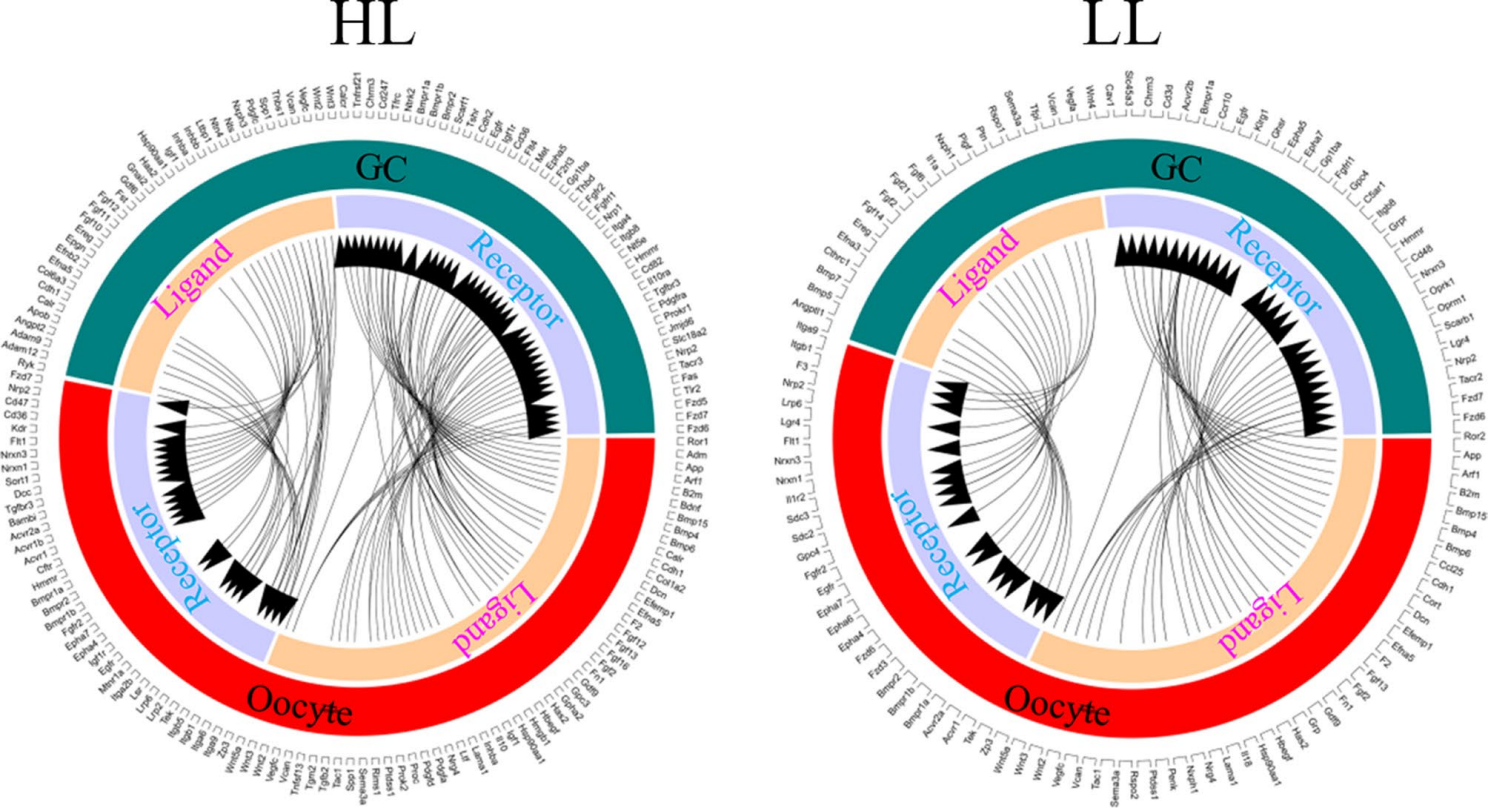
Ligand–receptor pairs, and ligand and receptor encoding genes expressed in high fertility and low fertility groups oocyte and GCs of goat large follicles. Outside circle showed in GC or oocyte; while inside circle showed ligands or receptors. Free R package Circlize (version0.4.11; https://cran.r-project.org/web/packages/circlize/) software was used.

**Figure 7:**
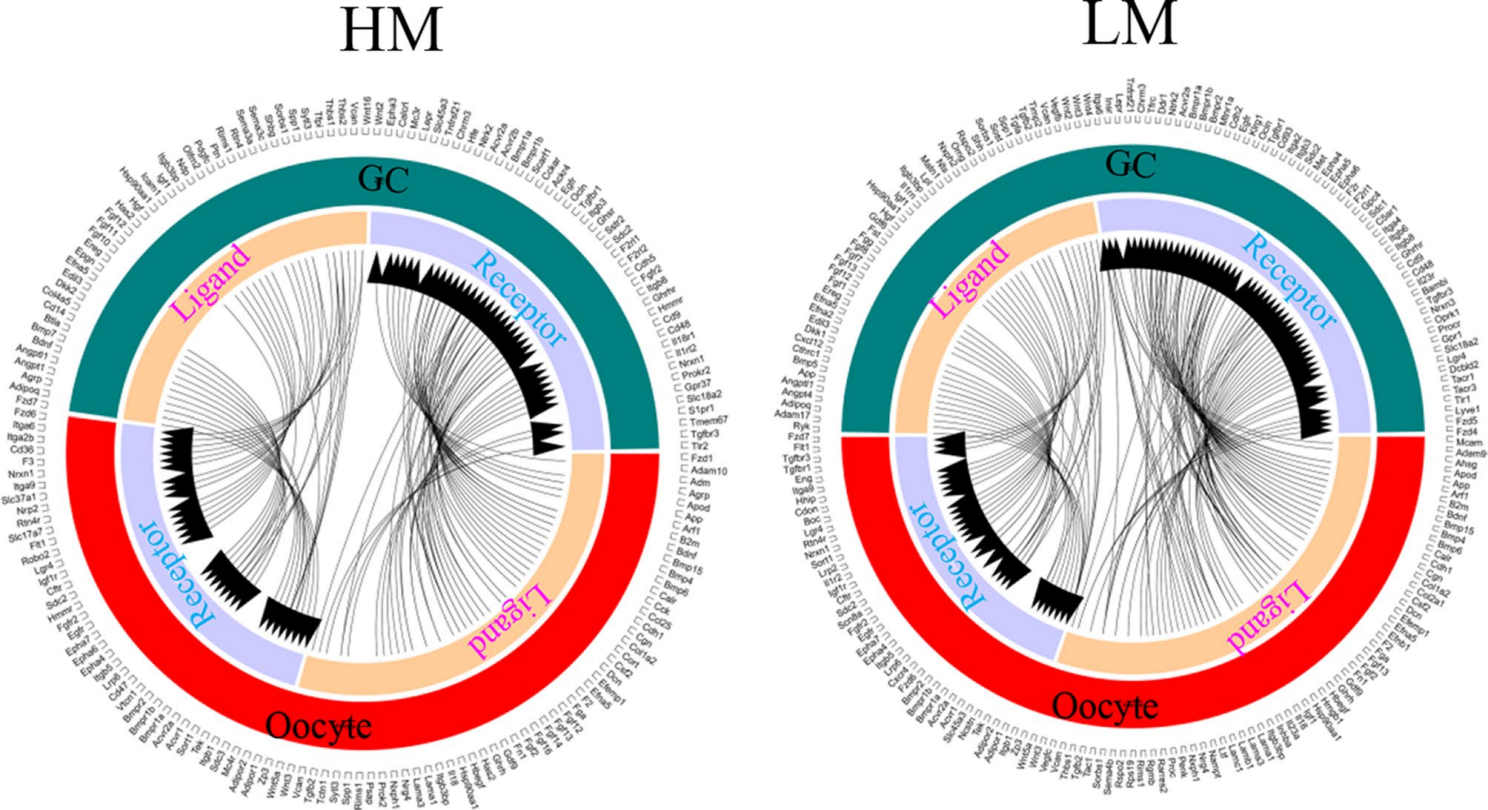
Ligand–receptor pairs, and ligand and receptor encoding genes expressed in high fertility and low fertility groups oocyte and GCs of goat medium follicles. Outside circle showed in GC or oocyte; while inside circle showed ligands or receptors. Free R package Circlize (version0.4.11; https://cran.r-project.org/web/packages/circlize/) software was used.

**Figure 8:**
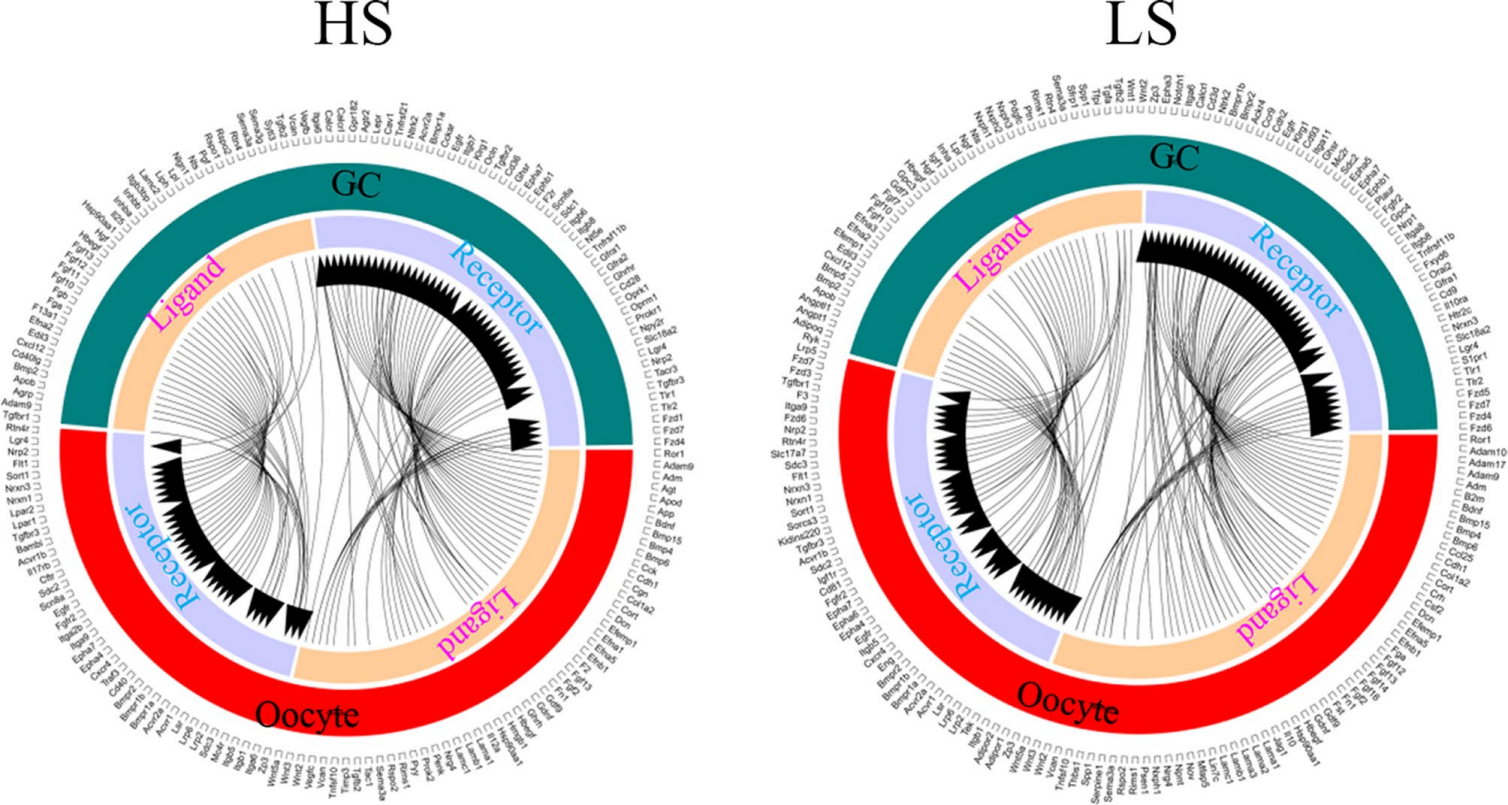
Ligand–receptor pairs, and ligand and receptor encoding genes expressed in high fertility and low fertility groups oocyte and GCs of goat small follicles. Outside circle showed in GC or oocyte; while inside circle showed ligands or receptors. Free R package Circlize (version0.4.11; https://cran.r-project.org/web/packages/circlize/) software was used.

The functions of these PPI have been enriched by Metascape online. There were some specific functional pathways in the different stages of follicles of high or low fertility population. The interesting pathways “Signaling pathways regulating pluripotency of stem cells” and “*TGF*-beta signaling pathway” were enriched in the HL group not in LL population (Fig. S2). The pathways “developmental growth” and “epithelial cell differentiatio” were enriched in the HM group not in LM population (Fig. S3). The pathways “developmental growth”, “*MAPK* cascade”, “ECM-receptor interaction” and “GPCR ligand binding” were enriched in the HS group not in LS population (Fig. S4). The data suggested that the ligand-receptor interactions were different in the two fertility population which may be related to the fertility capability in goat.

### Co-regulated gene expression between the oocyte and GCs of the two fertility populations

The analysis of the gene co-expression between oocytes and GCs in different stages of follicles in two different fertility populations was performed in current investigation to explore the difference in the interactions of oocytes and GCs at different stages and in different populations.

The patterns of correlation of gene expression for different stage of follicles and different populations were present in Fig. 9. The X-axis was for oocytes and the Y-axis was for GCs. The very positively expressed genes in oocytes and GCs at different stages in the two populations were enriched to identify the functions. It was interesting that similar functional pathways were identified for oocytes and GCs with the strong positive correlation in all the stages of follicle in both high and low fertility populations. These functional pathways were related to RNA processing, protein modification (Fig. 9). And the cell cycle related pathways were enriched in the medium and small follicles not large follicles which indicated that in the early stage oocytes and GCs cell proliferation, division, or differentiation (Fig. 9b,c,e,f).

**Figure 9:**
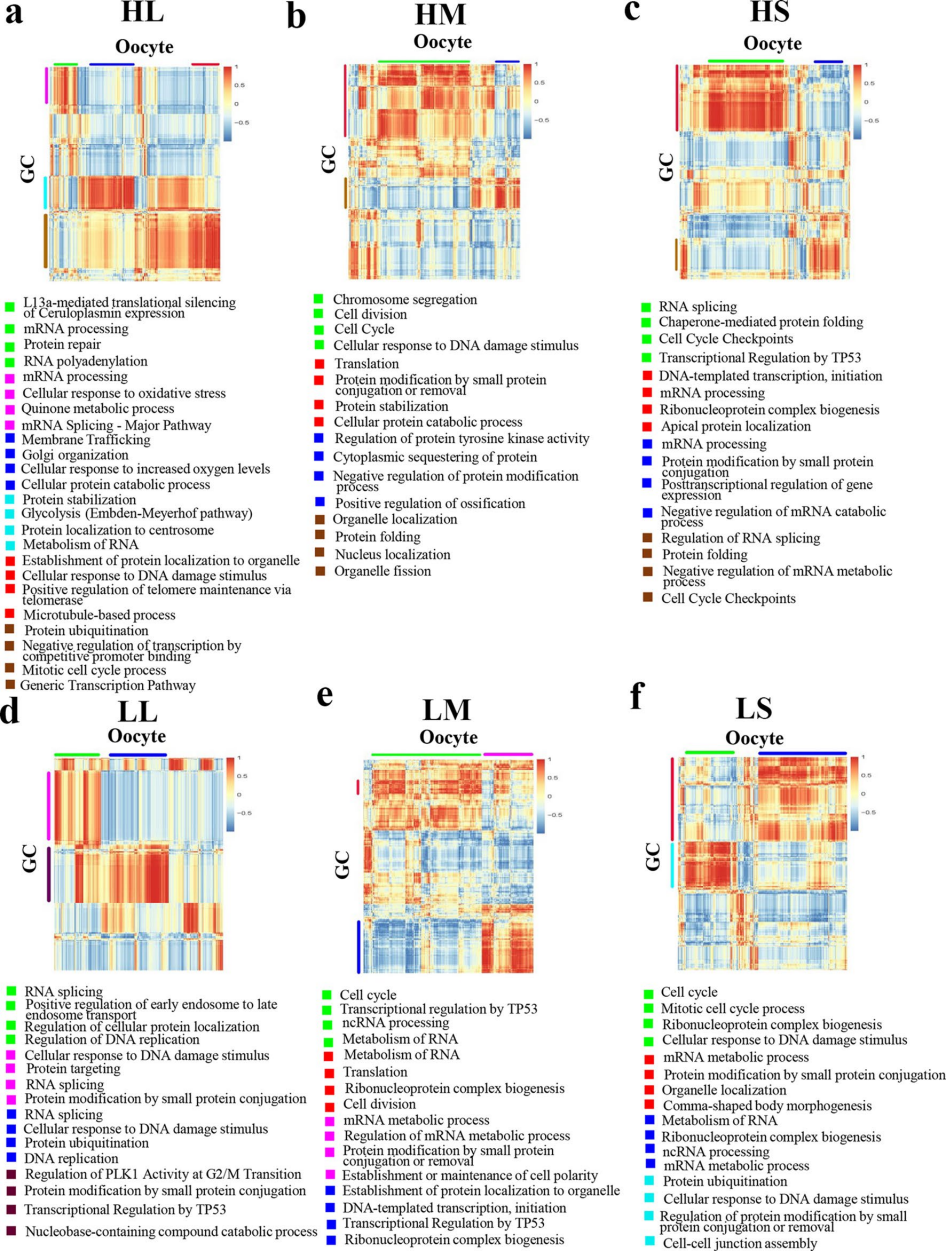
Functional co-expression between oocytes and GCs based on Spearman’s correlation coefficient. (**a**) Heatmap of genes expression between oocytes and GCs in large follicles of high fertility group; and the top four enriched functional pathways for the high correlation genes. (**b**) Heatmap of genes expression between oocytes and GCs in medium follicles of high fertility group; and the top four enriched functional pathways for the high correlation genes. (**c**) Heatmap of genes expression between oocytes and GCs in small follicles of high fertility group; and the top four enriched functional pathways for the high correlation genes. (**d**) Heatmap of genes expression between oocytes and GCs in large follicles of low fertility group; and the top four enriched functional pathways for the high correlation genes. (**e**) Heatmap of genes expression between oocytes and GCs in medium follicles of low fertility group; and the top four enriched functional pathways for the high correlation genes. (**f**) Heatmap of genes expression between oocytes and GCs in small follicles of low fertility group; and the top four enriched functional pathways for the high correlation genes. Horizontal and vertical bars next to the heatmaps annotate gene clusters with enriched biological processes.

There were some pathways enriched only in high fertility population, not in low fertility population: such as “microtubule-based process”, “positive regulation of telomere maintenance via telomerase” (Fig. 9a,d); “chromosome segregation”, “cytoplasmic sequestering of protein” (Fig. 9b,e); “posttranscriptional regulation of gene expression”, “cell cycle checkpoints” (Fig. 9c,f). The data suggested that the oocytes and GCs were different with the correlation in gene expression for the two populations.

## Discussion

As the technology development, RNA-seq is a very useful tool to uncover the transcriptomic changes of oocytes and granulosa cell and to discover the interaction of different types of cells and even the mechanisms of folliculogenesis^23^. In current investigation, we explored the gene expression landscape of oocyte and GCs during different developmental stages by the tube based single cell RNA-seq. We aimed to discover the gene expression patterns in these two types of cells oocytes and GCs, the dynamic gene expression changes during development, and the interactions of genes in both sides to deeply understand the mechanism of folliculogenesis in two different populations. The data will be used to help the regulation of goat fertility (litter size).

First, we identified a set of potential genes in oocyte and GCs as the marker genes which can be used to determine the goat fertility capability and ovarian reserve ability. The data showed that *GRHPR*, *GPR84*, *CYB5A* and *ERAL1* were highly expressed in oocyte while *JUNB*, *SCN2A*, *MEGE*8, *ZEB*2, *EGR1*and *PRRC2A* were highly expressed in GCs. It has been reported that *ZEB2* has been identified as a new marker gene in human follicular GCs during the folliculogenesis^23^. Moreover, estrogen is mainly produced by aromatase in GCs. Jun, highly expressed in GCs, regulated aromatase through cAMP signaling pathway to control the estrogen level^35^. *EGR1* has been reported to be one of the target genes of fibroblast growth factors (*FGF*) in cow GCs^36^ and it can promote the apoptosis of GCs in aging mouse ovary^37^. In our another study (unpublished data) MEGE8 can be used as a marker gene in goat GCs. Many of these marker genes need to be identified in the future.

Next, we tried to explore the functional gene expression in oocytes and GCs in the different populations (high fertility group, HL; low fertility group, LL). We found much more genes are highly expressed in large and medium oocytes of HL population than that in LL population, while, more gene expressed in small oocytes of LL population than that in HL population. The enriched functional pathways in the high expressed gene in the large and medium oocytes of HL population are related to protein translation, metabolism, and transportation which are very close to the oocyte function at these stages. While the enriched functional pathways for the genes highly expressed in LL population are related to other functions. The data indicated that oocytes in HL population pose the high potential for folliculogenesis.

The gene expression profile poses the developmental trend in GCs, too. And many more genes were differentially expressed in GCs of the two populations (HL vs. LL) than that in oocytes. More genes were highly expressed in GCs of large follicles in HL group than that in LL group, while more genes were highly expressed in GCs of medium follicles in LL group than that in HL group. The enriched functional pathways in the highly expressed genes in large and medium follicular GCs were related to cell cycle and proliferation which is close to the function of GCs at these stages. The data suggested that the expression of genes in GCs were correlated to the oocyte for the folliculogenesis which may reflect the fertility difference in these populations.

It has been reported recently ligands and receptors mediate the regulatory signaling between follicular oocytes and GCs during folliculogenesis (Biase and Kimble 2018). And the transcriptome profile of oocytes^18–21^ and GCs^7–17^ can reflect the developmental potential of oocyte to be successfully fertilized to develop to be embryo. Moreover, ligand-receptor pairs can tune the signaling for the regulation of gene expression (Biase and Kimble 2018). In current investigation, we found that ligand-receptor pairs played important roles in goat folliculogenesis. Notch signaling pathway has been reported to be one of the most important pathways in folliculogenesis^38^. *DLL3*, a ligand in Notch pathway, was highly expressed in oocytes, while another ligand in Notch pathways *JAG2* was highly expressed in GCs compare with DLL3 and JAG1. The receptors in Notch pathway *NOTCH2* and *NOTCH3* were highly expressed in GCs while the target gene *HES1* was highly expressed in oocytes. The transforming growth factor-β (*TGF*-β) superfamily plays vital roles in the tuning folliculogenesis^39^. The important ligands in *TGF*-β pathway were highly expressed in oocytes while the receptor *BMPR1b* was highly expressed in GCs. The target gene *ID3* was highly expressed in oocytes while *ID4* was highly expressed in GCs. Moreover, we found ligand-receptor pairs were differentially expressed in the oocytes and GCs of HL and LL at different developmental stages. The data suggested that the gene expression levels are differentially regulated by ligand-receptors in HL and LL population during folliculogenesis.

Furthermore, the correlations of the gene expression in oocytes and GCs at different stages in the two populations HL and LL were different, too. It has been reported that the association between the transcript levels of genes expressed in oocytes and GCs play important roles in follicogenesis, too^24^. Our data matched this notion very well.

## Conclusions

In summary, in the current investigation we found many marker genes differentially expressed in oocytes or GCs during folliculogenesis. The ligand-receptor pairs in oocyte-GCs are involved in the regulation of the gene expression profile in two fertility population HL and LL. At the same time, the gene expression pattern was correlated well in oocyte and GCs in HL or LL. All the data reflect the gene expression landscape in oocytes and GCs which is correlated well with the fertility capability.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The 10× sequencing raw data are deposited in NCBI’s Gene Expression Omnibus under accession number: GSE135897 and GSE136005.

## Abbreviations

GCs: Granulosa cells
IACUC: Institutional Animal Care and Use Committee
HL: High fertility
LL: Low fertility
HSO: Small follicular oocyte in high fertility group
HMO: Medium follicular oocyte in high fertility group
HLO: Large follicular oocyte in high fertility group
LSO: Small follicular oocyte in low fertility group
LMO: Medium follicular oocyte in low fertility group
LLO: Large follicular oocyte in low fertility group
HSG: Small follicular granulosa cells in high fertility group
HMG: Medium follicular granulosa cells in high fertility group
HLG: Large follicular granulosa cells in high fertility group
LSG: Small follicular granulosa cells in low fertility group
LMG: Medium follicular granulosa cells in low fertility group
LLG: Large follicular granulosa cells in low fertility group
FPKM: Fragments Per Kilobase of exon model per Million mapped fragments
PPI: Protein–protein interactions
q-RT-PCR: Quantitative reverse transcriptional PCR
IHF: Immunofluorescence staining
PBS: Phosphate buffer saline
DAPI: 4′,6-Diamidino-2-phenylindole

## References

[1] Conti M, Hsieh M, Zamah AM, Oh JS (2012). Novel signaling mechanisms in the ovary during oocyte maturation and ovulation. Mol. Cell Endocrinol..

[2] Amireault P, Dube F (2005). Intracellular cAMP and calcium signaling by serotonin in mouse cumulus-oocyte complexes. Mol. Pharmacol..

[3] Gilchrist RB, Ritter LJ, Armstrong DT (2004). Oocyte-somatic cell interactions during follicle development in mammals. Anim. Reprod. Sci..

[4] Wigglesworth K, Lee KB, O'Brien MJ, Peng J, Matzuk MM, Eppig JJ (2013). Bidirectional communication between oocytes and ovarian follicular somatic cells is required for meiotic arrest of mammalian oocytes. Proc. Natl. Acad. Sci. U.S.A..

[5] De la Fuente R, Eppig JJ (2001). Transcriptional activity of the mouse oocyte genome: Companion granulosa cells modulate transcription and chromatin remodeling. Dev. Biol..

[6] Macaulay AD, Gilbert I, Scantland S, Fournier E, Ashkar F, Bastien A, Saadi HA, Gagne D, Sirard MA, Khandjian EW (2016). Cumulus cell transcripts transit to the bovine oocyte in preparation for maturation. Biol. Reprod..

[7] Dieci C, Lodde V, Labreque R, Dufort I, Tessaro I, Sirard MA, Luciano AM (2016). Differences in cumulus cell gene expression indicate the benefit of a pre-maturation step to improve in-vitro bovine embryo production. Mol. Hum. Reprod..

[8] Molinari E, Bar H, Pyle AM, Patrizio P (2016). Transcriptome analysis of human cumulus cells reveals hypoxia as the main determinant of follicular senescence. Mol. Hum. Reprod..

[9] Assidi M, Montag M, Sirard MA (2015). Use of both cumulus cells' transcriptomic markers and zona pellucida birefringence to select developmentally competent oocytes in human assisted reproductive technologies. BMC Genomics.

[10] Bunel A, Nivet AL, Blondin P, Vigneault C, Richard FJ, Sirard MA (2014). Cumulus cell gene expression associated with pre-ovulatory acquisition of developmental competence in bovine oocytes. Reprod. Fertil. Dev..

[11] Bunel A, Jorssen EP, Merckx E, Leroy JL, Bols PE, Sirard MA (2015). Individual bovine in vitro embryo production and cumulus cell transcriptomic analysis to distinguish cumulus-oocyte complexes with high or low developmental potential. Theriogenology.

[12] Macaulay AD, Gilbert I, Caballero J, Barreto R, Fournier E, Tossou P, Sirard MA, Clarke HJ, Khandjian EW, Richard FJ (2014). The gametic synapse: RNA transfer to the bovine oocyte. Biol. Reprod..

[13] Nivet AL, Vigneault C, Blondin P, Sirard MA (2013). Changes in granulosa cells' gene expression associated with increased oocyte competence in bovine. Reproduction.

[14] Vigone G, Merico V, Prigione A, Mulas F, Sacchi L, Gabetta M, Bellazzi R, Redi CA, Mazzini G, Adjaye J (2013). Transcriptome based identification of mouse cumulus cell markers that predict the developmental competence of their enclosed antral oocytes. BMC Genomics.

[15] Tesfaye D, Ghanem N, Carter F, Fair T, Sirard MA, Hoelker M, Schellander K, Lonergan P (2009). Gene expression profile of cumulus cells derived from cumulus–oocyte complexes matured either in vivo or in vitro. Reprod. Fertil. Dev..

[16] Jiang JY, Xiong H, Cao M, Xia X, Sirard MA, Tsang BK (2010). Mural granulosa cell gene expression associated with oocyte developmental competence. J. Ovarian Res..

[17] Biase FH, Fonseca Merighe GK, Santos Biase WK, Martelli L, Meirelles FV (2008). Global poly(A) mRNA expression profile measured in individual bovine oocytes and cleavage embryos. Zygote.

[18] Biase FH (2017). Oocyte developmental competence: Insights from cross-species differential gene expression and human oocyte-specific functional gene networks. OMICS.

[19] Biase FH, Everts RE, Oliveira R, Santos-Biase WK, Fonseca Merighe GK, Smith LC, Martelli L, Lewin H, Meirelles FV (2014). Messenger RNAs in metaphase II oocytes correlate with successful embryo development to the blastocyst stage. Zygote.

[20] Biase FH, Martelli L, Puga R, Giuliatti S, Santos-Biase WKF, Fonseca Merighe GK, Meirelles FV (2010). Messenger RNA expression of Pabpnl1 and Mbd3l2 genes in oocytes and cleavage embryos. Fertil. Steril..

[21] Biase FH, Martelli L, Merighe GK, Santos Biase WK, Miranda M, Smith LC, Meirelles FV (2009). A retrospective model of oocyte competence: Global mRNA and housekeeping transcripts are not associated with in vitro developmental outcome. Zygote.

[22] Sanchez F, Smitz J (2012). Molecular control of oogenesis. Biochim. Biophys. Acta.

[23] Zhang Y, Yan Z, Qin Q, Nisenblat V, Chang H, Yu Y, Wang T, Lu C, Yang M, Yang S, Yao Y, Zhu X, Xia X, Dang Y, Ren Y, Yuan P, Li R, Liu P, Guo H, Han J, He H, Zhang K, Wang Y, Wu Y, Li M, Qiao J, Yan J, Yan L (2018). Transcriptome landscape of human folliculogenesis reveals oocyte and granulosa cell interactions. Mol. Cell..

[24] Biase FH, Kimble KM (2018). Functional signaling and gene regulatory networks between the oocyte and the surrounding cumulus cells. BMC Genomics.

[25] Miao X, Luo Q, Qin X (2016). Genome-wide transcriptome analysis in the ovaries of two goats identifies differentially expressed genes related to fecundity. Gene.

[26] Dong Y, Xie M, Jiang Y, Xiao N, Du X, Zhang W, Tosser-Klopp G, Wang J, Yang S, Liang J, Chen W, Chen J, Zeng P (2013). Sequencing and automated whole-genome optical mapping of the genome of a domestic goat (Capra hircus). Nat. Biotechnol..

[27] Ko JH, Lee CS, Kim KH, Pang MG, Koo JS, Fang N, Koo DB, Oh KB, Youn WS, Zheng GD, Park JS, Kim SJ, Han YM, Choi IY, Lim J, Shin ST, Jin SW, Lee KK, Yoo OJ (2000). Production of biologically active human granulocyte colony stimulating factor in the milk of transgenic goat. Transgenic Res..

[28] El-Tarabany MS, Zaglool AW, El-Tarabany AA, Awad A (2017). Association analysis of polymorphism in KiSS1 gene with reproductive traits in goats. Anim. Reprod. Sci..

[29] Shabir M, Ganai TAS, Misra SS, Shah R, Ahmad T (2013). Polymorphism study of growth differentiation factor 9B (GDF9B) gene and its association with reproductive traits in sheep. Gene.

[30] Zhao Y, Zhang P, Ge W, Feng Y, Li L, Sun Z, Zhang H, Shen W (2020). Alginate oligosaccharides improve germ cell development and testicular microenvironment to rescue busulfan disrupted spermatogenesis. Theranostics..

[31] Yu S, Zhao Y, Lai F, Chu M, Hao Y, Feng Y (2017). LncRNA as ceRNAs may be involved in lactation process. Oncotarget.

[32] Skelly DA, Squiers GT, McLellan MA, Bolisetty MT, Robson P, Rosenthal NA, Pinto AR (2018). Single-cell transcriptional profiling reveals cellular diversity and intercommunication in the mouse heart. Cell Rep..

[33] Ramilowski JA, Goldberg T, Harshbarger J, Kloppmann E, Lizio M, Satagopam VP, Itoh M, Kawaji H, Carninci P, Rost B, Forrest AR (2015). A draft network of ligand–receptor-mediated multicellular signaling in human. Nat. Commun..

[34] Kidder GM, Vanderhyden BC (2010). Bidirectional communication between oocytes and follicle cells: Ensuring oocyte developmental competence. Can. J. Physiol. Pharm..

[35] Ghosh S, Wu Y, Li R, Hu Y (2005). Jun proteins modulate the ovary-specific promoter of aromatase gene in ovarian granulosa cells via a cAMP-responsive element. Oncogene.

[36] Han P, Guerrero-Netro H, Estienne A, Cao B, Price CA (2017). Regulation and action of early growth response 1 in bovine granulosa cells. Reproduction.

[37] Yuan S, Wen J, Cheng J, Shen W, Zhou S, Yan W, Shen L, Luo A, Wang S (2016). Age-associated up-regulation of EGR1 promotes granulosa cell apoptosis during follicle atresia in mice through the NF-κB pathway. Cell Cycle.

[38] Prasasya RD, Mayo KE (2018). Notch signaling regulates differentiation and steroidogenesis in female mouse ovarian granulosa cells. Endocrinology.

[39] Chang H, Qiao J, Leung PKC (2016). Oocyte–somatic cell interactions in the human ovary-novel role of bone morphogenetic proteins and growth differentiation factors. Hum. Reprod. Updat..

# Supplementary material for: Transcriptome profile of goat folliculogenesis reveals the interaction of oocyte and granulosa cell in correlation with different fertility population
**Source:** Sci Rep. 2021 Aug 3;11:15698. doi: 10.1038/s41598-021-95215-z
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplemental information

Fig. S1

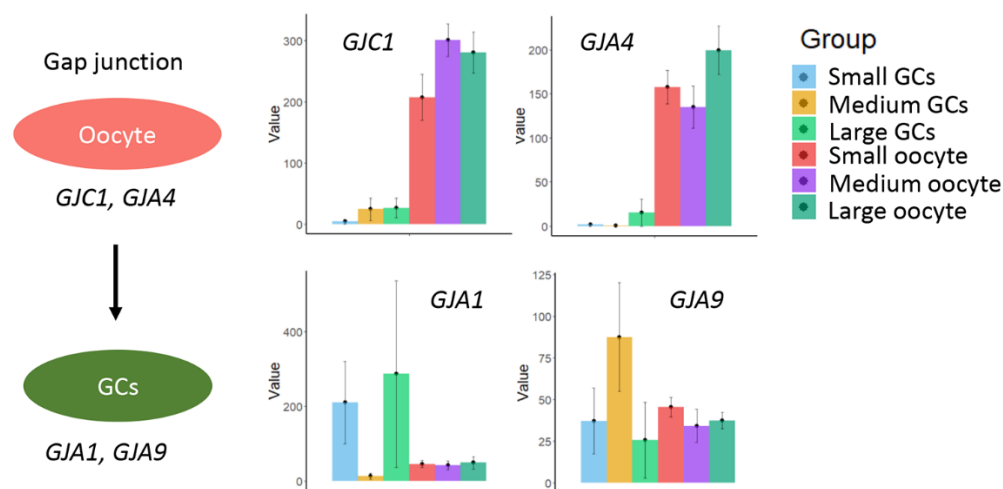

Fig. S1. Interaction of genes in cell junction pathways.

**Fig. S2**

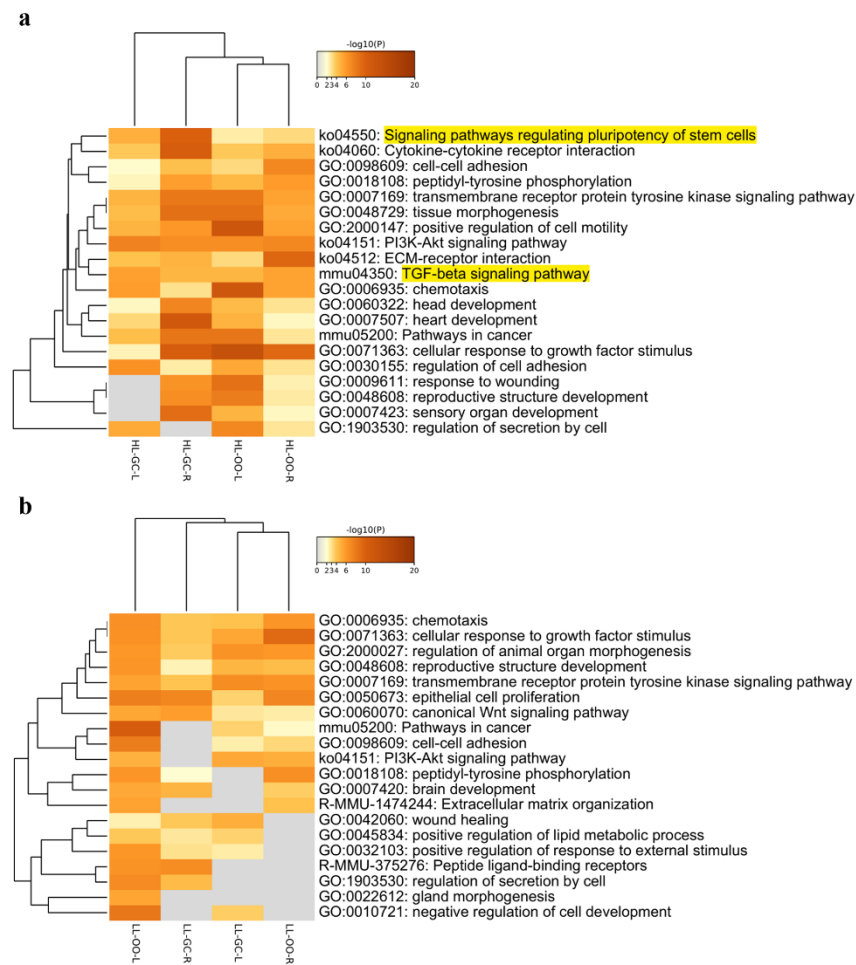

**Fig. S2.** Functional enrichment of genes in the ligand-receptor pairs. **(a)** Enriched pathways of ligand (L) receptor (R) pairs in large follicular oocyte and GCs of high fertility group. **(b)** Enriched pathways of ligand (L) receptor (R) pairs in large follicular oocyte and GCs of low fertility group.

**Fig. S3**

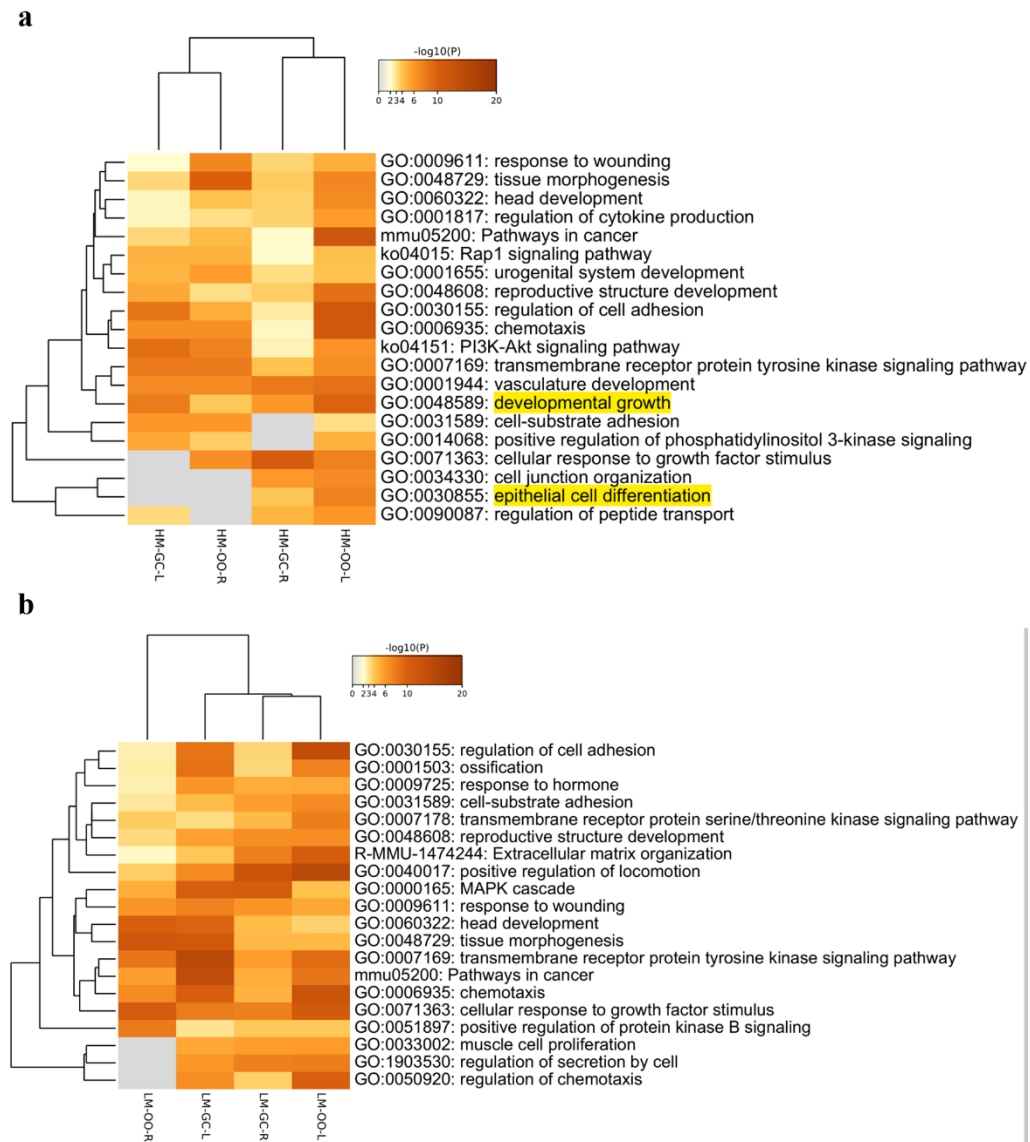

**Fig. S3.** Functional enrichment of genes in the ligand-receptor pairs. **(a)** Enriched pathways of ligand (L) receptor (R) pairs in medium follicular oocyte and GCs of high fertility group. **(b)** Enriched pathways of ligand (L) receptor (R) pairs in medium follicular oocyte and GCs of low fertility group.

**Fig. S4**

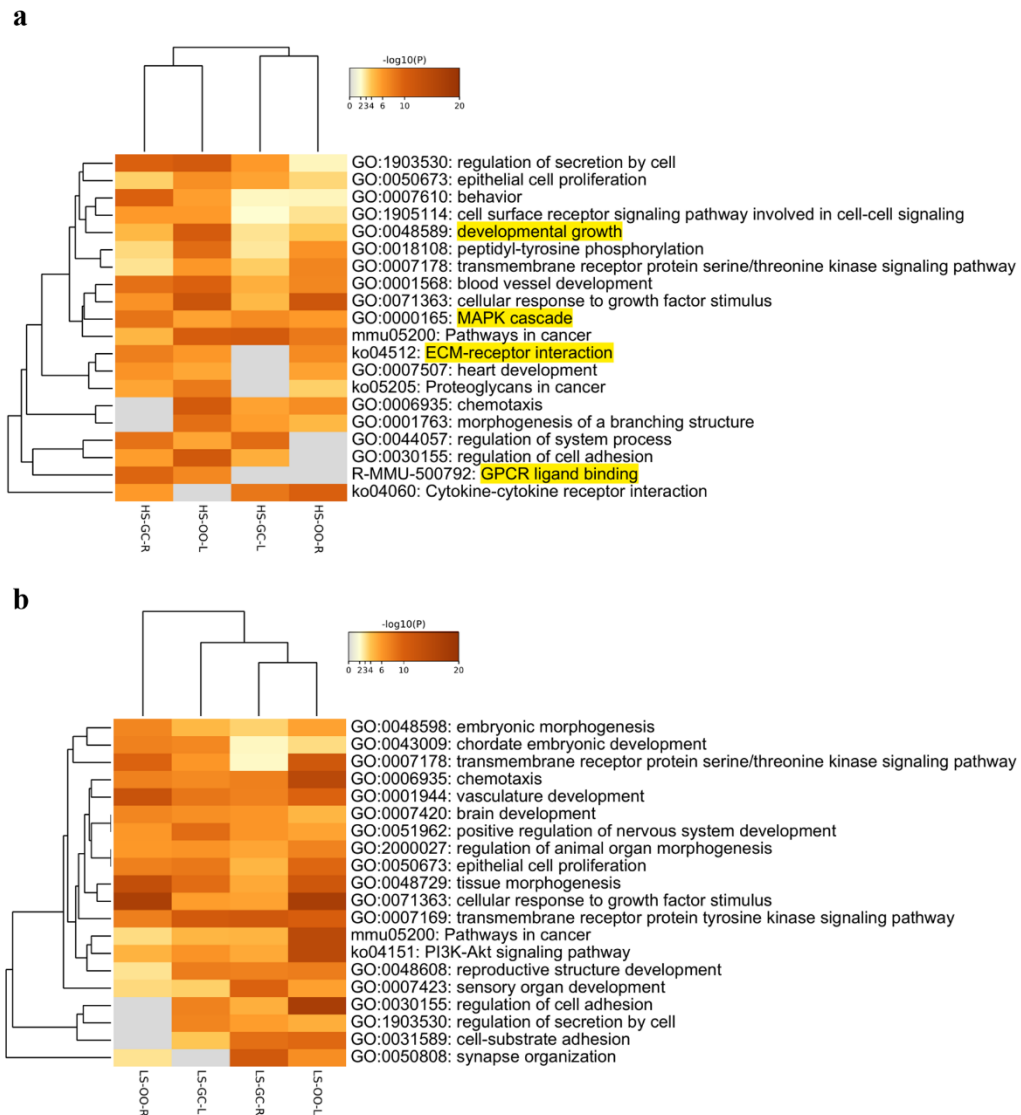

**Fig. S4.** Functional enrichment of genes in the ligand-receptor pairs. **(a)** Enriched pathways of ligand (L) receptor (R) pairs in small follicular oocyte and GCs of high fertility group. **(b)** Enriched pathways of ligand (L) receptor (R) pairs in small follicular oocyte and GCs of low fertility group.

**Table S1.** Primer sets.

|                      |                         |
|----------------------|-------------------------|
| NEFM (goat)Forward   | AGGAAGAGGAGGCTGAAGAA    |
| NEFM (goat)Reverse   | TCTTTAAGTTCAGGCGCAGTAG  |
| LMX1A (goat)Forward  | TGTGGTTCAGGTGTGGTTC     |
| LMX1A (goat)Reverse  | CTGGGTGTTCTGCTGATCTT    |
| DACT1 (goat)Forward  | ACCGTCAAGACAGACACTAAC   |
| DACT1(goat)Reverse   | GGACTAGGCTCAGAATGTAACC  |
| MCPH1(goat)Forward   | GTGTACAGTCCGACAGGTAAAG  |
| MCPH1(goat)Reverse   | CTGTTCAATCATCTGGGAGGAG  |
| CD38 (goat) Forward  | CTAGGGACCAGTTCTGGTTAAG  |
| CD38 (goat) Reverse  | GTGGATTAGCAGGGACCTATTT  |
| PNPLA3 (goat)Forward | CCTGTGATGTACGCAGAATGA   |
| PNPLA3 (goat)Reverse | CACACCAAGAGTAGCTTCCAA   |
| DKKL1 (goat)Forward  | GGAACTACCACCAAGAAGAGAAC |
| DKKL1 (goat)Reverse  | ATCACCACCTCTCCTGTCTT    |
| PLCZ1 (goat)Forward  | GATAAGCATGGGCAGGTAGAG   |
| PLCZ1 (goat)Reverse  | AAATCACCCACTGGTTCTGG    |
| STRBP (goat)Forward  | GGCTGTAGACACCTATTCCAAG  |
| STRBP (goat)Reverse  | CCAGCTCCAAGTCCATATCATC  |
| INHBB (goat)Forward  | CTGGACAATGCACACGTAGA    |
| INHBB (goat)Reverse  | TGTGGCTGAGCTGCTATTT     |

**Table S2.** RNA-seq data for sequence counts.

**Table S3.** Mapping information.

How the deposited data were processed for this re-analysis (not part of the article)

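Expression was measured by RNA-seq in 29 samples of goat oocytes from large, medium and small follicles of a high and a low fertility population, with 5 samples per group and 4 of HSO. The GC samples were not analysed here, so comparisons of oocytes with GCs are given for the oocyte side alone. Each sample held 2 to 3 oocytes, pooled by stage from 15 goats per population (the paper states the pooling for the high fertility group). The goats behind each sample are not recorded, so differences between goats enter the spread between samples to an unknown extent.

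The authors aligned the reads to the goat genome, kept reads with a unique match and less than 5 mismatches, removed duplicates with picard, and deposited 1 table of FPKM values per gene and sample made with Cufflinks 2.2.1 and the Ensembl annotation. The text names no aligner version or genome build for this step. The table also holds gene symbols and GO terms, from which names and terms were taken. Columns were assigned to samples by name, and 1 column of values per sample whose name matched no sample in use was left out. As a check of the labels, the FPKM of 282 genes were compared with the counts of Table S2, of which 1999 of 26555 lines were at hand: for 29 of 29 samples the sample's own column correlated best. This check compares values of the same libraries, so it cannot show shared or swapped material. No pair of samples held identical values. The most alike were LMO replicate 5 and LSO replicate 5, of unlike stages, with a Spearman correlation of 0.982. The mean correlation of a sample with its own group was at most 0.911. These samples also had the highest means of the granulosa list, 1.18 and 1.15, and the cause of their likeness was not tested. Of the 21343 genes, 3738 share a symbol with another gene; they are reported as uncertain where named.

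Table S3 gives 18273920 to 30032913 uniquely mapped reads per sample, 52.33 to 81.86% of the input. FPKM are not counts, so no counting interval is given; a gene listed at 0 is described as such. FPKM sums ranged from 222697 to 490048 per sample.

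For each stage, the high and low fertility groups were compared by limma's moderated test with a trend, on log2(FPKM + 1), over genes above 0.5 FPKM in at least 4 of the samples compared. The text names no test; Fig. 3d–f draws limits at an unadjusted p of 0.05 and a log2 fold change of 1, so genes were counted by these limits and also by a Benjamini-Hochberg adjusted p under 0.05. The 3 stages were compared by limma's F-test over all samples with the population as a covariate, and the interaction by a model of 6 group means. Homogeneity was measured as the mean distance to the group centroid in the plane of PC1 and PC2 of scaled FPKM, with exact permutation tests over all assignments of the group labels. PC1 of all samples and k-means clusters with 2 centres on 5 components were tested by permutation with 100000 resamples. For the enrichment of Fig. 3, whose database was not used here, 5 sets defined by gene symbol were tested with limma's camera at a preset correlation of 0.01, with fry beside it; terms drawn in the figure with at least 10 tested genes were added after the data were seen, as was Fisher's exact test.

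Named genes are those the text or the panels of Figs. 2, 5 and S1 name, and in each fertility comparison up to 3 genes per direction with the largest log2 fold change among those with a symbol, an unadjusted p under 0.05, a log2 fold change beyond 1 and complete separation of the samples; no gene met the rule between stages. Granulosa, leukocyte, enterocyte and oocyte marker lists served to look for RNA of other cells.

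The procedures were tested on simulated data with 200 genes changed by 2 on the log2 scale. Each gene was drawn independently from a normal distribution with its own mean and spread. The changed genes were taken outside the lowest expression levels. By the counting limits 86.5% of them were recovered for HLO and LLO (8328 genes), 94% for HMO and LMO (8390 genes) and 93.5% for HSO and LSO (8376 genes); after adjustment it was 47%, 69% and 68%. The F-test over stages recovered 89% and the interaction test 47%, each among 9692 genes. Of the unchanged genes, 239, 163 and 174 passed the counting limits in the 3 comparisons, against 191, 285 and 142 genes in the data, and 6, 8 and 8 passed after adjustment. In the data, unlike the simulation, genes deviate together within samples. Other splits of the same samples gave up to 1412, 1651 and 1235 genes past the counting limits. The simulation therefore does not show how many genes pass by chance, or are recovered, in these samples.

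Alternatives tried were other pseudocounts (0.1 and 0.5), no filter or a limit of 1 FPKM, median-of-ratios factors, quantile normalization, array weights, a replicate block, an exact Wilcoxon test, fold changes from mean FPKM, 1 fit over all samples, other distances, and each sample left out in turn. These were set before the data were examined. The uniquely mapped percentage as a covariate, 1 gene per symbol, the terms of the figure and Fisher's exact test were added after. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 and R 4.3.3 with limma 3.58.1 were used, and figures were drawn with matplotlib 3.10.9.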

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

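The tests on copies of a gene, on the uniquely mapped percentage of the called genes, on LMO replicate 2, on HLO replicate 1, on granulosa RNA and on other splits of the samples were chosen only after the results were seen; the test on intestinal cells was not. A sample was singled out where its gap to the nearest other sample of its group exceeded Dixon's 95% limit. This happened 12 times in 112 groups (66 for sample measures and 46 for genes), while chance gives about 1 in 20 groups.

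LMO replicate 2 had a summed FPKM of 222697, against a median of 420989 in its group, and a mean Spearman correlation with its group of 0.792, against a group median of 0.883. It also had the lowest uniquely mapped percentage of its group, 52.33%, so the low mapped share of this library is a candidate explanation. FPKM are scaled to mapped fragments, so a low number of reads would not by itself lower their sum. HLO replicate 3, with 20059415 uniquely mapped reads against 18273920 in LMO replicate 2, had a summed FPKM of 423587. Granulosa cells are argued against as the cause: the mean of the granulosa list on the scale log2(FPKM + 1) was 0.604 in this sample and higher in 3 of the 4 others, and LMO replicate 5 with the highest, 1.18, had a summed FPKM of 425859. No biological explanation was tested, as the samples of a group share stage and population.

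HLO replicate 1 had 0.389% of its FPKM on mitochondrially encoded genes, against a group median of 0.0813%. A low depth is argued against by its 25039332 uniquely mapped reads, near the group median of 25146261. Granulosa cells are argued against as the cause by the list mean of 0.738, since HLO replicates 4 and 5 had 0.762 and 0.770 with mitochondrial shares of 0.0454% and 0.0396%. The state of the 2 to 3 oocytes in the sample stays open and was not tested.

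LLO replicate 1 lay closer to the centroid of its group in the plane of PC1 and PC2 than the others, at 55.1 against a group median of 82.6. No technical explanation was tested for this. LLO replicates 2 and 5 lay apart together, which the limit for a single sample cannot single out. On PC2 of all samples they had -92.7 and -100.5, and the next lowest was -20.3 in HLO replicate 5. Their 10 highest genes held 35.3% and 27.3% of the FPKM, against a group median of 21.9%. With either left out alone the difference in distance between LLO and HLO was 29.0 and 31.2. The cause was not tested.

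HSD17B2 was at 41.7 FPKM in LLO replicate 4, against a group median of 0.114, and at 0.113 FPKM in HLO replicate 5, against 0.0371. The latter is near the floor. For the high values, intestinal epithelial cells, which express this gene, are argued against: in the 8 samples with more than 5 FPKM the median gene of the enterocyte list was at most 0.0316 FPKM (19 of 20 listed genes in the table). Over all 29 samples its highest genes SLC5A1 and EPCAM averaged 3.79 and 1.77 FPKM, the 2 of the list above 1 FPKM. Granulosa cells are argued against by a list median of at most 0.139 FPKM in these samples, far under the 7.44 to 41.7 FPKM of HSD17B2, and LMO replicate 5, with the highest list mean of the 29, had 0.0908 FPKM of HSD17B2. Over all 29 samples STAR and SERPINE2 were highest, at 18.8 and 9.05 FPKM, and both exceeded 0.5 FPKM in every sample. Of the 16 genes of that list in the table, 4 averaged above 1 FPKM. For TIMP1, 1 of the 4, the mean was 2.15 ± 6.31 FPKM (SD, n = 29), with 13 samples above 0.5 FPKM. Whether this RNA came from the oocytes was not tested. The leukocyte list had a median of 0 FPKM in the 8 samples; CORO1A, the 1 gene of its 8 in the table above 1 FPKM, averaged 1.82 FPKM over all samples. The 8 samples were 4 of 5 in HMO, 1 of 5 in LLO and 3 of 5 in LSO, so samples of the same group went both ways, which argues against stage or population as the whole cause. PC2 and PC3 of all 29 samples, with 17.0% and 13.1% of the variance, were both positive in these 8 samples and in no other. This was seen after the values were known, and it shows a pattern beyond HSD17B2. HMO replicate 2, the HMO sample outside the pattern, was the one whose omission raised the adjusted count of HMO against LMO to 161. Whether the pattern accounts for differences between HMO and LMO was not tested. What differed between samples of a group stays open, the goats behind them included.

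Genes named in the comparisons had single samples apart from their group: MRPS25 at 7.67 FPKM in HLO replicate 4 (median 2.22), LOC106503495 at 0.497 in LLO replicate 1 and FABP1 at 0.223 in LMO replicate 5 (the others listed at 0), LOC102187932 at 0.384 in HMO replicate 1 (median 0.0438), and USP28 at 32.9 and MPP5 at 38.6 in LSO replicate 1 (medians 9.24 and 16.9). Without LSO replicate 1, the log2 fold changes of USP28 and MPP5 were -0.92 and -0.96. No technical explanation was tested for single genes.

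The high-low difference of LOC102182207 was larger in medium than in small follicles by 5.33 on the log2 scale (limma's interaction contrast, adjusted p 0.0435). The F-test over both interaction terms gave 0 genes past the adjusted threshold. For the contrast, 4 of 100 splits of the samples gave 1 gene or more, which argues against chance, though near 5% and as 1 of 28 such counts. Its symbol is carried by 8 genes in the table, so reads of near-identical copies may be split between them.

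The paper does not discuss the 7 genes with an adjusted p under 0.05 between the fertility groups in limma's test. In HMO against LMO these were LOC102182207 (log2 fold change 3.42), LOC102189495 (2.75), TLR3 (1.61) and FABP1 (0.95), higher in 5 of 5 HMO samples than in any LMO sample, and PLEKHA3 (-2.12) and LOC102187932 (-1.46), lower in all; in HSO against LSO it was LOC102170446 (2.26), higher in 4 of 4 HSO samples. The uniquely mapped percentage is argued against as the cause, because with it as a covariate all 7 kept their sign and an unadjusted p under 0.05. Chance is argued against for the medium count, as 4 of 100 splits gave 6 or more adjusted genes. That count was 0, however, when any 1 of 4 samples was left out. The exact Wilcoxon test cannot decide this, since its smallest p of 0.00794 is too large for a few genes to pass adjustment. Chance cannot be excluded for small follicles, where 11 of 100 gave 1 or more. Shared reads cannot be told apart from expression for LOC102182207, the 1 gene of the 7 whose symbol has several genes, because the part of the counts of Table S2 at hand does not include this copy. For LOC102189495 and LOC102187932 the deposited annotation gives the same full list of GO terms, which includes steroid dehydrogenase activity, and they changed in opposite directions; whether reads of related copies, or another allele in 1 of the populations, could give this was not tested. Fertility stays open, and so do differences between the goats behind each sample. For HMO and LMO the pattern shared by the samples high in HSD17B2 stays open too. It was present in all HMO samples but replicate 2 and in no LMO sample.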

How the results depend on the processing

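The tests with the uniquely mapped percentage as a covariate, with 1 gene per symbol, on the terms drawn in Fig. 3 and by Fisher's exact test were chosen after the results were seen, as were the tests on granulosa RNA and on a batch that follows the number and all counts over other splits of the samples. Where a value moved, the cause was not tested unless stated. The smallest p of the exact Wilcoxon test is 0.00794 in large and medium and 0.0159 in small follicles. That is too large for a few genes to pass adjustment, so its adjusted counts decide nothing about single genes.

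Genes higher in HLO and in LLO numbered 148 and 43. They were 50 and 21 by the exact Wilcoxon test, 250 and 92 with a pseudocount of 0.1, 307 and 565 with array weights, which changed the side of the larger count, 274 and 270 with the uniquely mapped percentage as a covariate, and 343 and 82 in 1 fit over all samples; the count higher in LLO was 95 with fold changes from mean FPKM. The adjusted count of 0 became 2 with array weights and 1 with the covariate. Leaving out a sample gave 73 to 355 genes higher in HLO, 11 to 256 higher in LLO and 0 to 1 adjusted. The first count moved over 1.5 times without HLO replicate 2 (98), LLO replicate 1 (355), LLO replicate 2 (74), LLO replicate 3 (325), LLO replicate 4 (274) and LLO replicate 5 (73). The second did so without HLO replicate 2 (12), HLO replicate 3 (14), HLO replicate 4 (11), HLO replicate 5 (140), LLO replicate 1 (121), LLO replicate 3 (256) and LLO replicate 5 (13).

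Genes higher in HMO and in LMO numbered 239 and 46. They were 364 and 188 with fold changes from mean FPKM and 110 and 25 by the exact Wilcoxon test. The count higher in LMO was 169 with a pseudocount of 0.1, 80 with 0.5, 29 with median-of-ratios factors and 685 with array weights, where 251 were higher in HMO, so the side of the larger count changed. The adjusted count of 6 was 0 by the exact Wilcoxon test, 0 without a filter on low values, 13 with median-of-ratios factors, 14 with quantile normalization, 1011 with array weights and 3 in 1 fit over all samples. Leaving out a sample gave 33 to 115 genes higher in LMO, with 115 without HMO replicate 2, 88 without LMO replicate 1 and 107 without LMO replicate 3, and 0 to 161 adjusted: 161 without HMO replicate 2, 1 without HMO replicate 1 and without LMO replicate 2, 2 without LMO replicate 3, and 0 without HMO replicate 4, HMO replicate 5, LMO replicate 4 and LMO replicate 5.

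Genes higher in HSO and in LSO numbered 77 and 65. They were 137 and 159 with fold changes from mean FPKM, 39 and 15 by the exact Wilcoxon test and 136 and 157 with a pseudocount of 0.1; the first was 116 with array weights and 36 with the covariate. The adjusted count of 1 was 0 by the exact Wilcoxon test and in 1 fit over all samples, and 2 with a pseudocount of 0.1. Leaving out a sample gave 31 to 208 and 20 to 153 genes and 1 to 2 adjusted (2 without LSO replicate 3). The first moved over 1.5 times without HSO replicate 1 (39), HSO replicate 3 (208), LSO replicate 1 (31) and LSO replicate 5 (194), the second without HSO replicate 1 (30), LSO replicate 1 (20), LSO replicate 2 (151), LSO replicate 3 (43) and LSO replicate 5 (153).

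The number of genes with an adjusted p under 0.05 for stage was 0 under every alternative run, including each of the 29 omissions. For the interaction it was 2 with median-of-ratios factors, 2 with quantile normalization and 231 with array weights, and 0 to 59 with a sample left out: 59 without HMO replicate 2, 12 without LLO replicate 4, 2 without LSO replicate 5 and 1 without LLO replicate 3. The interaction contrast of medium minus small gave 1 gene, and 327 with array weights. It gave 0 with pseudocounts of 0.1 and 0.5, without a filter on low values and with the uniquely mapped percentage as a covariate. The number of named genes with an unadjusted stage p under 0.05 was 0, and 1 with median-of-ratios factors (NOTCH2).

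The difference in distance between LLO and HLO passed p = 0.05 over all dimensions (32.5) and with 1 minus the Spearman correlation (0.133) in the exact permutation test. With log2 values, scaled or not, and with a limit of 1 FPKM it did not pass (exact p 0.127, 0.103 and 0.0952). The difference in the plane of PC1 and PC2 ranged from 24.0 to 41.0 with a sample left out. That between LMO and HMO ranged from -6.45 without LMO replicate 2 to 25.2, and that between LSO and HSO from 8.12 to 43.4. PC1 and the 2 clusters were related neither to stage nor to fertility under any alternative run.

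Among gene sets of HLO and LLO, p by fry and by camera with an estimated correlation was 0.413 and 0.281 for translation, 0.336 and 0.234 for cytosolic ribosomal, 0.351 and 0.252 for mitochondrial ribosomal and 0.157 and 0.103 for respiratory genes. In HMO and LMO it was 0.00556 and 0.0155 for cytosolic ribosomal, 0.339 and 0.284 for mitochondrial ribosomal and 0.114 and 0.114 for respiratory genes, and in HSO and LSO 0.0905 and 0.162 for cytosolic ribosomal genes; after adjustment none of these passed. By Fisher's exact test, p was 0.00892 for translation and 0.0356 for mitochondrial ribosomal genes in HLO, and 0.144 for mitochondrial ribosomal and 0.165 for respiratory genes in HMO, none past the threshold after adjustment. Lipid catabolic process passed with a pseudocount of 0.1 (0.0134) and by Fisher's exact test (0.00432), and ranged from 0.00926 without HLO replicate 4 to 0.0936 with a sample left out. With 1 gene per symbol the cytosolic ribosomal set of HSO and LSO had an unadjusted p of 0.375 and the respiratory set 0.987 by camera, the latter in the opposite direction. The cytosolic ribosomal set of HMO and LMO then had an unadjusted camera p of 0.00292, against 1.03e-08 with all copies. That of HLO and LLO had 3.21e-12, against 4.30e-09. With a sample left out, camera p ranged from 0.233 to 0.943 for defense response to Gram-positive bacterium (opposite direction without HSO replicate 3 and without LSO replicate 1), from 2.37e-06 to 0.352 for cytosolic ribosomal genes in HSO (the call was lost without HSO replicate 5) and from 0.113 to 0.787 for respiratory genes in HSO (opposite direction without HSO replicate 5, LSO replicate 2 and LSO replicate 3).

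Of the fold changes of single genes, 233 under other settings and 188 with a sample left out kept their direction and their side of the counting limits; 2 and 4 fell inside the limits and 3 and 2 moved outside, none changing direction. The genes that fell inside were PLEKHA3 in HLO (-0.99 with median-of-ratios factors), MPP5 (-0.99 with the covariate) and USP28. All 78 oocyte levels moved by less than 1 SD.

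The paper and the labels do not say that samples with the same replicate number belong together. The correlation of deviations from the group means ran from -0.481 to 0.709 over the pairs of the 3 comparisons and exceeded 0.1 in 10 of 14, so the numbers were not taken as pairs, although they carry some shared deviation. With the replicate block, genes numbered 280 and 105 in HLO and LLO with 1 adjusted, 127 adjusted in HMO and LMO (375 past the counting limits, against 385 in large follicles), and 139 and 183 with 0 adjusted in HSO and LSO; the interaction gave 70 genes, and 131 for medium minus small, so its count of 0 without the block is no evidence of absence; and the respiratory set of small follicles had an unadjusted p of 0.635 by limma's camera with the direction changed. Over all groups the mean correlation of same-numbered samples was 0.363, against -0.0911 for other pairs (permutation within groups, p = 0.0001, the smallest that 10000 permutations can give), which is consistent with a handling or library batch that follows the number. The uniquely mapped percentage and the share of the 10 highest genes are not the whole cause, since the mean correlation was 0.199 and 0.248 after each was regressed out (p = 0.0003 and 0.0002 by the same permutation). RNA of granulosa cells is not the whole cause either, at 0.271 after the mean of the granulosa list was regressed out (permutation p = 0.0001). For the samples numbered 5, which had the highest list mean in 5 of 6 groups, the correlation fell from 0.566 to 0.145 (permutation p = 0.08), so there granulosa RNA stays a candidate cause.

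Other splits of the samples were drawn, 100 per comparison. Those of the fertility comparisons came from 126 possible ones and took no account of the replicate number. For the counts past the limits, 44, 17 and 29 splits of large, medium and small follicles gave as many genes, so chance cannot be excluded. For adjusted counts in medium and small follicles 4 and 11 splits did, and for the interaction contrast of medium minus small 4. Where the count was 0 (large follicles, stage, interaction) all 100 splits reach it by construction, which says nothing about chance. Chance is argued against only for the medium count and that contrast, 2 of 28 such counts and each near 5%. The medium count is also 0 when any 1 of 4 samples is left out, and the count of that contrast is 0 under the settings named above. For gene sets, in the order large, medium, small, the splits with as small a camera p were 33, 19 and 50 for cytosolic ribosomal, 13, 26 and 85 for respiratory, 15, 8 and 25 for solute carrier, 24, 15 and 28 for mitochondrial ribosomal and 45, 45 and 36 for proteasome genes. For lipid catabolic process it was 6, for translation 35, for amino acid metabolic process 6 and for defense response to Gram-positive bacterium 74, so chance cannot be excluded for any set.

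FPKM without counts sets no floor, so genes listed at 0 may be below detection; NOTCH3, for example, never exceeded 0.137 FPKM, and its level moved by less than 1 SD with median-of-ratios factors (0.0315).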

Differences from the paper's values

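The paper gives 68 genes higher in LLO, and 43 were found here. Of the alternatives set before the data were examined, the value fell within 1.5 times of the paper's with fold changes from mean FPKM (95), pseudocounts of 0.1 (92) and 0.5 (63), quantile normalization (58), 1 fit over all samples (82) and without HLO replicate 1 (50), and under no other. For HLO, the paper's 161 and the 148 here are within 1.5 times of each other.

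The paper gives 707 genes higher in HMO, and 239 were found here; no alternative came within 1.5 times, the highest being 364 with fold changes from mean FPKM. The paper gives 119 genes higher in LMO, and 46 were found here; pseudocounts of 0.1 (169) and 0.5 (80) and leaving out HMO replicate 2 (115), LMO replicate 1 (88) or LMO replicate 3 (107) came within 1.5 times, and no other.

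The paper's comparison of small follicles lists 5 HSO samples and this one has 4, without replicate 2, so the counts come from unlike groups. The paper gives 218 genes higher in HSO, and 77 were found here; only leaving out HSO replicate 3 (208) or LSO replicate 5 (194) came within 1.5 times. The paper gives 337 genes higher in LSO, and 65 were found here; no alternative came within 1.5 times. The paper has more genes higher in LSO than in HSO, whereas the counts here were 65 and 77; LSO had the larger count with fold changes from mean FPKM (159 and 137), a pseudocount of 0.1 (157 and 136), in 1 fit over all samples (72 and 61), with the replicate block (183 and 139), without HSO replicate 4 (62 and 61), HSO replicate 5 (57 and 52) or LSO replicate 2 (151 and 83), and with the uniquely mapped percentage as a covariate (82 and 36), chosen after seeing the values.

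The paper states that gene expression in oocytes changed dramatically between stages. Here 0 of 9692 genes had an adjusted p under 0.05 for stage in limma's F-test, 161 had an unadjusted p under 0.05, and the 2 clusters were spread evenly over the stages.

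The paper places DLL3 and JAG2 among the ligands highly expressed in oocytes. Their means here were 0.259 and 0.380 FPKM, above 0.5 FPKM in 7 and 6 of 29 samples. NOTCH3 and ID4, which the paper reports in oocytes, had means of 0.0289 and 0.302 FPKM. The bars of Fig. 5 have no unit and lie on another scale than FPKM, so no values are set beside them. Fig. 5 draws BMP15 highest in large follicles, where the mean here was 135 FPKM against 164 in small follicles (unadjusted limma p over stages 0.596), and HES1 highest in large follicles, where it was 41.1 against 78.7 FPKM in medium follicles (0.0844). The paper describes the BMP receptors as stage dependent; over oocyte stages their unadjusted limma p ranged from 0.752 to 0.970.

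The paper relates genes that differ in medium follicles mostly to transport. Solute carriers had a median log2 fold change of -0.14 here, and 1 of 123 was among the genes higher in HMO. They are only a part of transport. No transport term was tested here and the gene list differs from the paper's, so these values do not decide the paper's statement.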

Other observations

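The test of the clusters by replicate number was chosen only after the results were seen; the tests of PC1 were planned but taken up as tests of an explanation only then.

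PC1 of the oocytes, which held 39.0% of the variance, was related neither to the stage (permutation p = 0.936) nor to the fertility group (permutation p = 0.842). The 2 clusters of 15 and 14 samples differed by replicate number: the smaller held 6 of 6 samples numbered 5 and 5 of 6 numbered 1, the larger 5 of 5 numbered 2 and 6 of 6 numbered 3, and samples numbered 4 were split 3 and 3. Permuting the numbers within groups gave p = 0.0004 over 10000 permutations. Since each number occurs once per group, one hypothesis is that a step of handling or library preparation followed the number and may account for part of the separation into clusters; the paper and the labels give no batch or date. Oocytes of different states sorted in the same order into the samples of each group would leave the same pattern and were not tested, and granulosa RNA stays open for the samples numbered 5.

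GPD1, whose protein the paper stained as an oocyte marker, was listed at 0 in 28 of 29 oocyte samples, with a maximum of 0.0587 FPKM in the other. TST, stained for GCs, had 0.556 ± 0.455 FPKM (SD, n = 29) in oocytes and exceeded 0.5 FPKM in 13 samples. RNA and protein are different measures, and GC samples were not analysed here.

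Of the 15 genes on the oocyte list 14 were in the table. ZP3 and BTG4 were highest, with 1406 ± 1130 and 1171 ± 659 FPKM (SD, n = 29), while NOBOX and NLRP5 had 0.379 ± 0.315 and 0.303 ± 0.162 FPKM and exceeded 0.5 FPKM in 8 and 5 of 29 samples.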
